# Photodamage repair pathways contribute to the accurate maintenance of the DNA methylome landscape upon UV exposure

**DOI:** 10.1371/journal.pgen.1008476

**Published:** 2019-11-18

**Authors:** Stéfanie Graindorge, Valérie Cognat, Philippe Johann to Berens, Jérôme Mutterer, Jean Molinier

## Abstract

Plants are exposed to the damaging effect of sunlight that induces DNA photolesions. In order to maintain genome integrity, specific DNA repair pathways are mobilized. Upon removal of UV-induced DNA lesions, the accurate re-establishment of epigenome landscape is expected to be a prominent step of these DNA repair pathways. However, it remains poorly documented whether DNA methylation is accurately maintained at photodamaged sites and how photodamage repair pathways contribute to the maintenance of genome/methylome integrities. Using genome wide approaches, we report that UV-C irradiation leads to CHH DNA methylation changes. We identified that the specific DNA repair pathways involved in the repair of UV-induced DNA lesions, Direct Repair (DR), Global Genome Repair (GGR) and small RNA-mediated GGR prevent the excessive alterations of DNA methylation landscape. Moreover, we identified that UV-C irradiation induced chromocenter reorganization and that photodamage repair factors control this dynamics. The methylome changes rely on misregulation of maintenance, *de novo* and active DNA demethylation pathways highlighting that molecular processes related to genome and methylome integrities are closely interconnected. Importantly, we identified that photolesions are sources of DNA methylation changes in repressive chromatin. This study unveils that DNA repair factors, together with small RNA, act to accurately maintain both genome and methylome integrities at photodamaged silent genomic regions, strengthening the idea that plants have evolved sophisticated interplays between DNA methylation dynamics and DNA repair.

## Author summary

Living organisms have to efficiently respond to environmental cues that interfere with different cellular processes. Upon exposure to biotic/abiotic stresses, the coordinated maintenance of genome and epigenome integrity is crucial to allow the accurate progress of the developmental programs. In plants the sunlight used for photosynthesis also induces the formation of photodamage altering DNA structure. Although photolesions repair pathways are well characterized, the side effect of UV irradiation on epigenome integrity is yet-to-be fully investigated. Using genome wide approaches and several photodamage repair deficient Arabidopsis plants we determined that UV-C irradiation induces alterations of DNA methylation landscape and that all photodamage repair pathways contribute to the accurate maintenance of methylome integrity predominantly in silent genomic regions. These UV-induced methylation changes are accompanied by the modulation of constitutive heterochromatin organization. Moreover, our study highlighted that photolesions are source of DNA methylation alterations strengthening the idea that complex interplays between DNA damage, DNA repair and DNA methylation dynamics exist.

## Introduction

DNA carries the genetic information that living organisms decrypt to efficiently ensure their developmental programs and their response/adaption to environmental cues. Exposure to biotic/abiotic stresses can directly or indirectly induce the formation of DNA damage such as bases modifications, DNA breaks, alterations of DNA structure all interfering with DNA replication and transcription [1]. Due to their lifestyle, photosynthetic organisms use the beneficial effect of sunlight [2]. However, they have to cope with the damaging effects of specific wavelengths that impact their genome integrity [3]. Indeed, ozone filtered ultraviolet (UV 315–400 nm) and infra-red (IR > 700 nm) induce different types of genomic alterations such as DNA damage, Transposable Elements (TE) mobilization and transposition [4, 5, 6]. In order to maintain genome stability, DNA repair pathways and tight suppression of transposition need to be efficiently activated to prevent DNA sequence alterations and/or genome rearrangements [7, 8, 9]. UV-B (environmental wavelength) and UV-C (experimental wavelength) directly react with DNA bases to produce photolesions [10, 11]. The induced photodamage are cyclobutane pyrimidine dimers (CPDs) and 6,4-photoproducts (6,4 PP; [4]). Both types of photolesions are formed between di-pyrimidines (TT, CC, TC and CT; [3]) and are localized in euchromatin and heterochromatin [12].

In plants, UV-induced DNA lesions are preferentially repaired by Direct Repair (DR) that is a light-dependent error-free process catalyzed by enzymes called DNA photolyases [13]. In *Arabidopsis thaliana*, two active photolyases act specifically on photolesions: PHR1 on CPDs and UVR3 on 6,4 PP [4]. Conversely, a light-independent mechanism, called Nucleotide Excision Repair (NER), repairs photolesions by the excision of the damaged DNA strand, followed by restoration of an intact double helix through *de novo* DNA synthesis [14]. NER is subdivided into two sub-pathways: Transcription-Coupled Repair (TCR) and Global Genome Repair (GGR), that process photolesions along actively transcribed DNA strands or throughout the genome, respectively [14]. The recognition of photolesions during TCR and GGR differ whereas the following steps, DNA unwinding, excision, gap filling and ligation share similar factors ^14^. In actively transcribed genomic regions, the stalled RNA POLYMERASE II (RNA POL II) triggers the recognition signal that allows recruiting the COKAYNE SYNDROME proteins A and B (CSA, CSB; [14]. Conversely, during GGR, the DNA DAMAGE-BINDING PROTEIN 2 (DDB2) recognizes the UV-induced DNA lesions in un-transcribed or weakly transcribed genomic regions [14, 15].

Interestingly, DDB2 also associates with the silencing factor ARGONAUTE 1 (AGO1) to form a chromatin-bound complex with 21-nt small RNA (siRNAs, [16]). This class of small RNAs, called UV-induced siRNA (uviRNAs), originates from the photo-damaged regions (mainly TE and intergenic regions) and involves a non-canonical biogenesis pathway requiring the plant specific RNA POLYMERASE IV (RNA POL IV), RNA-DEPENDENT RNA POLYMERASE 2 (RDR2) and DICER-LIKE 4 (DCL4, 16]). The DDB2-AGO1-uviRNA complex loads on chromatin upon UV irradiation and likely facilitates photo-damage recognition in an RNA/DNA complementary manner [16]. This recently unveiled DNA repair pathway is called small RNA-mediated GGR.

5-methyl cytosine (5-mC) is a base modification that is a component of the epigenome contributing, with histones post-translational modifications (PTM), to the silencing of TE and to the regulation of gene expression [17]. In plants, cytosines are methylated in the symmetric CG, CHG and asymmetric CHH sequence contexts (where H = A, T, or C; [18]). Upon DNA replication, DNA methylation status of the newly synthetized DNA strand needs to be properly maintained [18]. In Arabidopsis, the methyl moiety is deposited on cytosine by 4 DNA methyltransferases: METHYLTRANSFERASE 1 (MET1), CHROMOMETHYLASE 3 (CMT3), CHROMOMETHYLASE 2 (CMT2) and DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2) [18]. These enzymes specifically maintain DNA methylation in the CG (MET1), CHG (CMT3) and CHH (CMT2 and DRM2) sequence contexts [18]. Additionally, cytosines can be methylated *de novo* by the RNA-directed DNA methylation (RdDM) pathway [19]. This process involves two plant-specific RNA POLYMERASES, RNA POL IV and RNA POL V [19]. RNA POL IV in association with RDR2 produces dsRNA precursors that are diced into 24-nt siRNAs by DCL3 [19]. These siRNAs are loaded into AGO4, which together with DRM2 are recruited to chromatin by the RNA POL V to methylate DNA in the 3 sequences contexts [19].

The DNA methylation profile is the result of the complex balance between gain (*de novo*), maintenance and loss/removal [20]. Indeed, DNA methylation can be passively lost upon DNA replication due to inefficient maintenance process [21]. Conversely, DNA methylation could be actively removed by specific 5-mC DNA glycosylases [21]. The Arabidopsis genome codes for 4 DNA demethylases: REPRESSOR OF SILENCING 1 (ROS1), DEMETER (DME), DEMETER LIKE-2 (DML2) and DEMETER LIKE-3 (DML3) which counteracts RdDM to prevent the spreading of DNA methylation [21]. Active DNA demethylation is related to Base Excision Repair (BER), highlighting that 5-mC is considered as a modified base like any other DNA lesions and thus strengthens the notion that DNA repair and DNA methylation dynamics are closely related [21].

Interestingly, several studies have uncovered that DNA repair factors control the shaping of the DNA methylation landscape. Arabidopsis plants defective in expression of the Mismatch Repair factor, mutS HOMOLOG1 (MSH1), exhibited heritable DNA methylation changes [22]. Arabidopsis DDB2 loss of function leads to DNA methylation alterations at many repeat loci [23]. Indeed, DDB2 forms a protein complex with AGO4 and ROS1 that controls *de novo* DNA methylation and expression/activity of ROS1 [23, 24]. Moreover, depletions of cognate GGR factors in plants and in mammals also lead to alterations of DNA methylation profiles at particular loci [25, 26]. Collectively, these studies robustly support the idea that direct interplays between DNA repair and DNA methylation dynamics exist [3]. Additionally, most of the DNA repair pathways, including NER, are DNA synthesis-dependent repair process [9]. Therefore, the re-establishment of proper DNA methylation landscape at damaged/repaired sites is a prominent part of these pathways that should not be under estimated. Ultimately, maintenance of genome and methylome integrities have to be considered as mechanistically interconnected.

The consequences of environmental cues on DNA methylation landscape as well as the putative role of DNA methylation/demethylation-related factors in response to biotic/abiotic stresses have been extensively reported [27, 28, 29, 30]. Biotic and abiotic stresses exposures alter DNA methylome to different extents, leading to the modulation of gene expression, thus reflecting that DNA methylation mediates response to environmental stress [27, 31, 32]. However, it must also be taken into consideration that most of these stresses also induce DNA damage such as oxidatively-induced DNA modifications, Single and Double Strand Breaks (SSB and DSB) that need to be repaired in order to maintain genome integrity [3, 33]. The effect of genotoxic stress exposure on methylome integrity are yet-to-be fully investigated. Therefore, a major challenge would be to assess whether DNA damage could be sources of DNA methylation changes or not, and also to decipher to which extent particular DNA repair pathways could contribute to control methylome integrity not only genome wide but specifically at damaged sites and upon repair. To uncover this, we took advantage of plants that have to efficiently cope with the deleterious effects of UV radiation and that have evolved sophisticated interconnections between DNA methylation dynamics and DNA repair [3].

In this study, we used genome wide approaches to identify that UV-C irradiation leads to DNA methylation changes predominantly in asymmetric context. These changes are concomitant with the release of silencing of particular repeats and with alterations of chromocenters organization. We unveiled that the DNA repair pathways involved in the repair of UV-induced DNA lesions, namely, DR, GGR and small RNA-mediated GGR, prevent excessive alterations of DNA methylation upon UV-C irradiation. The methylome changes rely on the misregulation of maintenance, *de novo* and active DNA demethylation pathways highlighting that maintenance of genome and methylome integrities are interconnected. The genome wide mapping of UV-C induced photolesions revealed their predominant locations at centromeric/pericentromeric regions. The cross-comparison of methylome changes and of photodamaged regions allowed identifying that UV-C-induced DNA lesions are sources of DNA methylation alterations. Collectively, our data suggest that DNA repair factors, together with small RNA, act to accurately maintain genome and methylome integrities at damaged sites in repressive chromatin, including both constitutive and facultative heterochromatin.

## Results

### UV-C irradiation induces changes of the DNA methylation landscape

In order to characterize the effect of UV-C irradiation on DNA methylation landscape, we determined by whole-genome bisulfite sequencing (WGBS) the DNA methylome of WT Arabidopsis plants prior and 24h upon UV-C exposure. 

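Bisulfite treatment converts unmethylated cytosines and leaves methylated ones, so that the share of unconverted cytosines gives the methylation level of a region. For each of the 5 genotypes (WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1*), 1 library was made at time point 0 and 1 at 24h, each from leaves pooled from 2 biological replicates. The methods place the time point 0 harvest immediately upon a UV-C dose of 3000 J/m2. With 1 library per condition there are no replicates, so no difference between time points or genotypes has a replicate check. The 95% intervals, exact (Clopper-Pearson) for shares and from order statistics for medians, cover counting error only. According to S2 Table, the 10 libraries had between 5515940 and 47394165 mapped reads. The lowest number was that of WT at time point 0, where 23.3% of the clean reads mapped, against 91.7% in WT at 24h. The authors compared time point 0 with 24h within each genotype over 200-bp sliding windows and joined consecutive windows that changed in the same direction. A DMR was kept when its methylation level changed by at least 40 points of percent methylation in the CG, 20 in the CHG or 10 in the CHH context. The deposited lists give the TAIR10 coordinates, the context and the methylation level at both time points of each DMR. They hold 24655 DMRs over the 5 genotypes, with lengths from 199 to 1700 bp. The number of reads behind a DMR is not in the lists, so the depth of each methylation level is unknown.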

Importantly, the UV-C dose, the growth conditions and the time points used (see methods for details), were set up to favor an efficient induction of photolesions and to prevent significant changes in developmental phenotypes [34, 35].

Indeed, the photodamage repair is expected to be completed 24h upon UV-C exposure in WT and also in DNA repair deficient Arabidopsis plants, allowing the determination of the methylome landscape including repaired genomic regions.

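The WT lists held 1108 DMRs that gained methylation (hyper-DMRs) and 890 that lost it (hypo-DMRs). Hyper-DMRs made up 55.5% of the 1998 DMRs (95% CI 53.2 to 57.7%) and covered 254599 bp, against 213300 bp of hypo-DMRs. The stricter minimum of 20 points for CHH DMRs moved these values most, to 645 DMRs with 39.2% hyper-DMRs. At a minimum of 15 points the share of hyper-DMRs was 43.5%, so that hypo-DMRs were the more frequent kind under both stricter minima. The largest gain was a CHH DMR on chromosome 1 from 18095650 to 18095850, outside TEs and genes and with the TE AT1TE60000 as the nearest feature. Its methylation level rose from 4.33% to 63.5%. The largest loss lay on chromosome 4 from 4906000 to 4906200, within the helitrons AT4TE20425 (HELITRONY3) and AT4TE20430 (HELITRONY1D), where CHH methylation went from 79.6% to 5.60%.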

In WT plants, comparison of the DNA methylation levels prior irradiation with those of 24h upon UV-C exposure revealed around 2,000 Differentially Methylated Regions (DMRs) including 55% of hyper-DMRs and 45% of hypo-DMRs, predominantly in the CHH asymmetric context (Figs 1A and S1A). These UV-C-induced DNA methylation changes are predominantly located within the centromeric and pericentromeric regions (Figs 1B, S2A and S3) mainly overlapping with chromatin state 6 (intergenic regions) and with constitutive heterochromatic states 8 and 9 (GC rich within intergenic regions and TE; S1B Fig, [36]). 

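The pericentromere of each chromosome was taken as the longest run of 100-kb bins whose coverage by protein-coding genes, averaged over 1 Mb, was under 50% of the chromosome's median. These zones hold 18.6% of the genome. In WT plants 1001 of the 1998 DMRs had their midpoint there (50.1%, 95% CI 47.9 to 52.3%). This corresponded to 45.1 DMRs per Mb in the pericentromere and 10.3 per Mb in the chromosome arms, a ratio of 4.38. The share was 54.2% for hyper-DMRs (95% CI 51.2 to 57.1%) and 45.1% for hypo-DMRs (95% CI 41.8 to 48.4%). The definition of the zone moved the share most. With a stricter limit on gene coverage, for a zone that holds 14.0% of the genome, 38.2% of the WT DMRs were pericentromeric. With 3 Mb on each side of the lowest gene coverage, which holds 25.2% of the genome, the share was 61.2%. Overlaps with chromatin states were not analysed here.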

Importantly, the distribution of chromatin-states containing DMRs significantly differs from their overall distribution in the Arabidopsis genome, highlighting a strong bias for methylation changes within constitutive heterochromatin (S1B Fig).

**Fig 1:**
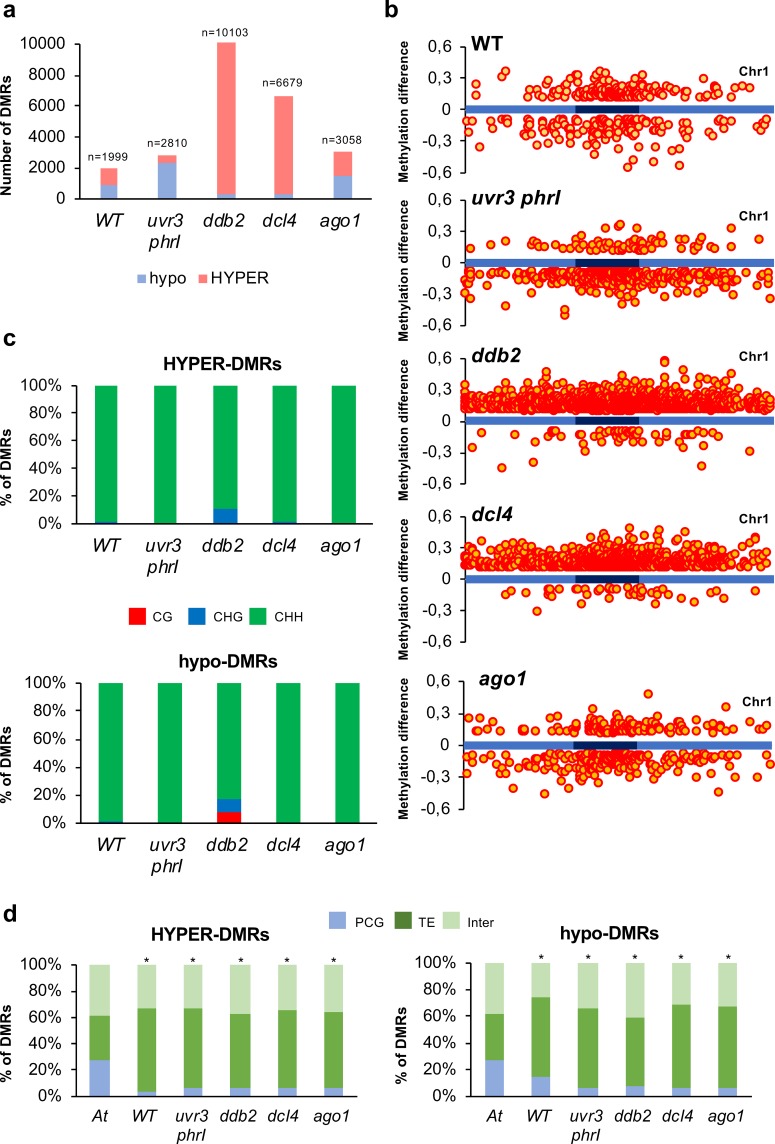
DNA methylation differences induced by UV-C irradiation. **a** Histograms representing the total number of hypo-DMRs (red) and hyper-DMRs (blue) identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants 24h upon UV-C exposure. DMRs were calculated relative to their corresponding untreated control. **b** Distributions of DMRs along chromosome 1 (light blue: chromosome arms, dark blue: pericentromeric regions) for the three sequence contexts. Hyper-DMRs and hypo-DMRs are shown above and below each chromosome, respectively. **c** Histograms representing the percentage of CG (red), CHG (blue) and CHH (green) of the hyper- and hypo-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants 24h upon UV-C exposure. DMRs were calculated relative to their corresponding untreated control. **d** Histograms representing the percentage of the identity (protein-coding genes: PCG, TE and intergenic) of the hyper- and hypo-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. *A*. *t* represents the overall distribution of PCG, TE and intergenic regions in the *Arabidopsis thaliana* genome. * Chi square test < 0.01 compared to *A*. *t*.

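Of the WT DMRs, 1966 were listed in the CHH context (98.4%, 95% CI 97.7 to 98.9%), 31 in the CHG context and 1 in the CG context. Methylation increased in 55.3% of the CHH DMRs. The median change over all CHH DMRs was 10.5 points (95% CI 10.3 to 10.7). No listed CHH DMR changed by less than 10 points, so with slightly more gains than losses this median had to lie just above 10. It does not give a typical change. Weighted by their length, the mean change over all CHH DMRs was -0.406 points, because the hypo-DMRs changed by more than the hyper-DMRs. The median absolute change was 14.0 points in hyper-DMRs (95% CI 13.5 to 14.3) and 18.4 points in hypo-DMRs (95% CI 17.7 to 19.3). Hyper-DMRs had a median level of 6.50% at time point 0 (95% CI 5.91 to 6.83%) and 21.0% at 24h (95% CI 20.3 to 21.9%). In hypo-DMRs the median level was 33.9% at time point 0 (95% CI 33.2 to 34.8%) and 14.4% at 24h (95% CI 13.9 to 15.2%). A level of exactly 0 at time point 0 was listed for 36 of the WT hyper-DMRs (3.25%).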

Single resolution analyses of WGBS data allowed identifying that more than 97% of these changes occurred in the CHH context, exhibiting a trend of gain of DNA methylation (Figs 1C and S2B). These DMRs mainly overlapped with TE and intergenic genomic regions (Fig 1D), consistent with their enrichment in silent chromatin states. 

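Each DMR was given the class found at its midpoint in the authors' annotation of TAIR10, with TEs before protein-coding genes. In WT plants 66.0% of the DMRs lay in TEs (95% CI 63.9 to 68.1%), which cover 20.6% of the genome. Intergenic regions held 25.4% of the DMRs (95% CI 23.5 to 27.4%) and 30.1% of the genome. Protein-coding genes held 8.56% of the DMRs (95% CI 7.37 to 9.87%), although they cover 49.3% of the genome. WT hypo-DMRs lay in protein-coding genes more often than WT hyper-DMRs did. The shares were 15.4% (95% CI 13.1 to 17.9%) and 3.07% (95% CI 2.13 to 4.26%). In the mutants the share of hypo-DMRs was 4.16% in *uvr3 phrI*, 7.04% in *ddb2*, 2.74% in *dcl4* and 3.20% in *ago1* plants. Their hyper-DMRs had shares of 4.18%, 4.32%, 4.83% and 4.21%. Among the bisulfite libraries, that of WT plants at the earlier time point had the fewest mapped reads, 5515940. Low depth and a loss in genes after UV-C therefore cannot be told apart here. Placing protein-coding genes before TEs where both were annotated raised their share of the WT DMRs to 10.5%.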

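The lists of WT DMRs were searched for CHG DMRs that overlap a CHH DMR of the same direction by at least 1 bp. In WT plants 24 of the 31 CHG DMRs did so (77.4%, 95% CI 58.9 to 90.4%), and all 24 had the same start and end as the CHH DMR. They comprised 15 hyper-DMRs and 9 hypo-DMRs. When the CHG DMRs were placed at random on the genome 1000 times, the mean number of overlaps was 0.080 for hyper-DMRs and 0.047 for hypo-DMRs. Such placement treats the contexts as called independently, which the identical coordinates leave in doubt. The median change of the WT CHG hyper-DMRs was 24.7 points in the overlaps found, and that of the CHH DMRs 11.9 points. The largest CHG gain of this kind, singled out after its value was seen, was on chromosome 1 from 13439400 to 13439700, where CHG methylation rose from 44.5% to 79.6% and CHH methylation from 5.21% to 18.9%.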

Interestingly, we could not identify genomic regions with concomitant changes of CHG and CHH methylation, highlighting that alterations of DNA methylation in both contexts are uncoupled in our experimental conditions (Fig 1C). This contrasts with the well characterized positive correlation between CHG and CHH methylation [37, 38] and thus suggests that UV-C irradiation may induce context specific changes of DNA methylation levels.

Collectively, our data showed that, in WT Arabidopsis plants, UV-C irradiation led to balanced gain and loss of DNA methylation in an CHH context that is largely distinct from CHG methylation. Importantly, theses changes in DNA methylation landscape were predominantly located within centromeric-pericentromeric regions representing constitutive heterochromatin.

### Photodamage DNA repair pathways prevent excessive changes of DNA methylation landscape upon UV-C exposure

To assess the putative role of the DNA repair processes in the interplay between maintenance of genome and methylome integrities in response to UV irradiation, Arabidopsis plants deficient for the main pathways involved in the repair of UV-induced DNA photolesions were subjected to UV-C irradiation. DNA methylation profiles were determined by WGBS prior and 24h upon UV-C exposure in order to identify DMRs. We used the double *uvr3 phrI* mutant plants that are defective in both photolyases involved in the direct repair of photoproducts [39]. Therefore, in such plants, the NER pathway (TCR and GGR) would be expected to be the main process used to remove DNA photolesions. We also used *ddb2*, *dcl4* and *ago1* mutant plants that are defective in GGR (*ddb2*, [23, 40]) and/or in small RNA-mediated GGR (*ddb2*, *dcl4* and *ago1*, [16]). Thus, the DR would be expected to be predominantly used to repair photolesions as well as other pathways (i.e. homologous recombination) [33, 41]. Therefore, determining the genome-wide DNA methylation landscapes of these UV-C-treated mutant plants would allow identifying how each DNA repair pathway could, directly or indirectly, contribute to shape the DNA methylome upon UV-C exposure.

Comparative analyses of the DNA methylomes within each genotype, *uvr3 phrI* (0 *vs* 24h), *ddb2* (0 *vs* 24h), *dcl4* (0 *vs* 24h) and *ago1* (0 *vs* 24h) plants, revealed thousands of DMRs (Fig 1A). Indeed, *uvr3 phrI* mutant plants exhibited 2,379 hypo-DMRs upon UV-C exposure, representing more than 84% of the total DMRs (Figs 1A and S1A). 

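The number of DMRs was 2811 in *uvr3 phrI*, 10107 in *ddb2*, 6680 in *dcl4* and 3059 in *ago1* plants. No region carried a DMR of the same direction in all 5 genotypes. Raising the minimum change of the CHH DMRs to 20 points moved the counts most, to 500 in *uvr3 phrI*, 2046 in *ddb2*, 1162 in *dcl4* and 566 in *ago1* plants. WT then had more DMRs than *uvr3 phrI* and *ago1* plants.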

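The *uvr3 phrI* lists held 2380 hypo-DMRs and 431 hyper-DMRs, and hypo-DMRs made up 84.7% of the total (95% CI 83.3 to 86.0%). With CHH DMRs of at least 15 points only, this share was 84.3%. The median methylation level of the hypo-DMRs was 30.0% at time point 0 (95% CI 29.3 to 30.6%) and 14.6% at 24h (95% CI 14.1 to 15.0%). The largest loss was in the TE AT2TE22780 (ATREP10D) on chromosome 2 from 5643750 to 5643950, where CHH methylation went from 71.3% to 3.71%. The largest gain was in AT4TE09190 (ARNOLDY2) on chromosome 4 from 1867700 to 1867900, from 6.57% to 47.6%.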

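Among the 2803 CHH DMRs of *uvr3 phrI* plants, 15.4% gained methylation between time point 0 and 24h. Their mean change, weighted by the length of the DMRs, was -11.3 points.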

Globally, UV-C exposure leads to loss of CHH DNA methylation in *uvr3 phrI* plants (S2B and S3 Figs). Both hyper- and hypo-DMRs are distributed all along the chromosomes arms albeit we can notice an enrichment within the centromeric and pericentromeric regions as observed in WT treated plants (Figs 1B, S2A and S3). Conversely, *ddb2* and *dcl4* mutant plants exhibited 9,750 and 6,350 hyper-DMRs, respectively, representing more than 95% of their total DMRs (Figs 1A and S1A). These observations are consistent with the role of DDB2 in the chaperoning of the RdDM factor AGO4 to control *de novo* DNA methylation [23]. Moreover, it suggests that the small RNA-mediated DNA repair of photolesions, involving DDB2 and DCL4, also controls DNA methylation. 

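The pericentromeric share of the *uvr3 phrI* DMRs was 46.6% (95% CI 44.8 to 48.5%). The share was 49.2% for hyper-DMRs (95% CI 44.4 to 54.0%) and 46.2% for hypo-DMRs (95% CI 44.2 to 48.2%). There were 59.1 DMRs per Mb in the pericentromere and 15.5 per Mb in the chromosome arms.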

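Hyper-DMRs were 9752 of the DMRs of *ddb2* plants (96.5%, 95% CI 96.1 to 96.8%) and 6351 of those of *dcl4* plants (95.1%, 95% CI 94.5 to 95.6%). The *ddb2* list counts some regions once per context, and its hyper-DMRs had 9009 distinct pairs of coordinates. The median level of the hyper-DMRs rose from 12.3% at time point 0 (95% CI 12.0 to 12.5%) to 27.2% at 24h (95% CI 26.9 to 27.6%) in *ddb2* plants. In *dcl4* plants it rose from 14.3% (95% CI 14.2 to 14.6%) to 28.9% (95% CI 28.6 to 29.2%). The largest gain in *ddb2* plants was in the CG context, on chromosome 1 from 19963700 to 19964050, across the coding sequence of AT1G53480 and an exon of AT1G53490, from 1.67% to 93.3%. The largest loss in *ddb2* plants was a CG DMR in the TE gene AT5G35935 on chromosome 5 from 14089450 to 14089750, from 84.9% to 0.968%. In *dcl4* plants the largest gain was in AT5TE34100 (ARNOLDY2) on chromosome 5 from 9396500 to 9396750, from 6.07% to 64.0% CHH methylation. The largest loss in *dcl4* plants was in AT5TE58780 (ATREP10D) on chromosome 5 from 16276050 to 16276250, from 56.5% to 12.5% CHH methylation.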

Finally, we identified in the *ago1* hypomorphic mutant plants (*ago1-27*, [42]), 3,058 DMRs including 52% of hyper-DMRs and 48% of hypo-DMRs (Figs 1A and S1A). These DMRs are located, like in the other tested plants, mostly in centromeric and pericentromeric regions (Figs 1B and S2A). 

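In *ago1* plants 1592 hyper-DMRs and 1467 hypo-DMRs were listed, and hyper-DMRs made up 52.0% (95% CI 50.3 to 53.8%). The share fell below 50% with stricter CHH minima, to 42.2% at 15 points and 34.5% at 20 points. The largest gain was on chromosome 4 from 7243850 to 7244050, outside TEs and genes and with AT4G12090 as the nearest feature, where CHH methylation rose from 7.72% to 83.4%. The largest loss was in AT4TE33100 (ARNOLDY2) on chromosome 4 from 7578350 to 7578650, from 64.3% to 6.24%. At 96 regions the *ago1* and *ddb2* lists have a DMR with the same coordinates and context, and at 78 of these (81.2%, 95% CI 72.0 to 88.5%) the level at 24h was identical. At time point 0 none of the 96 levels was identical.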

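The pericentromere held 46.9% of the *ago1* DMRs (95% CI 45.1 to 48.7%), 39.1% of the *ddb2* DMRs (95% CI 38.1 to 40.1%) and 50.2% of the *dcl4* DMRs (95% CI 49.0 to 51.4%). The density in the pericentromere exceeded that in the chromosome arms 3.86 times in *ago1*, 2.80 times in *ddb2* and 4.41 times in *dcl4* plants. In *ddb2* plants most DMRs were in the arms, with 6156 there and 3951 in the pericentromere. The same held in *ago1* (1624 and 1435) and *uvr3 phrI* plants (1500 and 1311), while *dcl4* plants had 3324 in the arms and 3356 in the pericentromere. With the zone of 3 Mb on each side of the lowest gene coverage, the shares were 58.6% in *ago1*, 51.4% in *ddb2* and 59.9% in *dcl4* plants. With the stricter limit on gene coverage they were 33.1%, 26.1% and 38.4%.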

Globally, UV-C exposure leads to gain of CHH DNA methylation in *ddb2*, *dcl4* and *ago1* plants (S2B and S3 Figs).

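The CHH DMRs gained methylation in 96.7% of the 9002 cases in *ddb2*, in 95.0% of the 6576 cases in *dcl4* and in 52.0% of the 3053 cases in *ago1* plants. Weighted by length, the mean change was 14.2 points in *ddb2* and 14.3 points in *dcl4* plants. In *ago1* plants it was -0.409 points. The median change there, 10.1 points, lay just above the minimum of 10 points because gains slightly outnumbered losses.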

Similar to the results obtained in WT plants, the mutant’s DMRs mainly overlap with TE (>55% of the total DMRs), intergenic genomic regions (around 30% of the total DMRs; Fig 1D) and with chromatin states (states 4, 5, 6, 8 and 9) that correspond to repressive contexts, as expected (S1B Fig, [36]).

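TEs held 69.3% of the DMRs in *uvr3 phrI* (95% CI 67.6 to 71.0%), 70.8% in *ddb2* (95% CI 69.9 to 71.7%), 70.1% in *dcl4* (95% CI 69.0 to 71.2%) and 68.6% in *ago1* plants (95% CI 66.9 to 70.3%). Intergenic regions held between 24.8% in *ddb2* and 27.7% in *ago1* plants. The share in protein-coding genes was between 3.73% in *ago1* and 4.73% in *dcl4* plants. Placing protein-coding genes before TEs lowered the TE shares to between 66.3% in *ago1* and 68.2% in *ddb2* plants.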

Hyper-DMRs sizes of *ddb2*, *dcl4*, *ago1* plants and hypo-DMRs sizes of *uvr3 phrI* plants are significantly longer than those identified in WT plants (S4A and S4B Fig). This suggests that each DNA repair process restricts the length of regions exhibiting DNA methylation alterations. In addition, in all mutant plants, genomic regions giving rise to hyper-DMRs display higher methylation level prior UV-C treatment compared to WT plants and reciprocally with hypo-DMRs (S4C, S4D and S4E Fig). This would suggest that such regions are more prone to gain or to lose DNA methylation due to the pre-existing influence of particular DNA methylation/demethylation pathways. 

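The median length of hyper-DMRs was 300 bp in *ddb2*, 250 bp in *dcl4* and 200 bp in WT, *uvr3 phrI* and *ago1* plants, where 200 bp is the length of 1 window. When each mutant hyper-DMR was compared with each WT hyper-DMR, the mutant one was longer in 74.7% of pairs for *ddb2*, 67.8% for *dcl4* and 55.6% for *ago1* plants, with ties counted as 50%. The mean length was 333.9 bp in *ddb2*, 288.6 bp in *dcl4*, 247.9 bp in *ago1* and 233.0 bp in WT plants. For hypo-DMRs the median was 250 bp in both *uvr3 phrI* and WT plants, with means of 255.3 bp and 242.6 bp. The *uvr3 phrI* hypo-DMR was longer in 53.8% of pairs. Means in place of medians moved the difference from WT plants most in *ddb2* hypo-DMRs, from -50 bp to 15.8 bp, within its interval (95% CI -50 to 50 bp). With only DMRs that changed by at least 15 points, the median of *uvr3 phrI* hyper-DMRs was 50 bp below that of WT plants. In the intergenic window of S4B Fig on chromosome 1, the longest DMR was 950 bp in *ddb2*, 850 bp in *dcl4* and 250 bp in WT plants. The *ddb2* DMR of 950 bp, from 15026250 to 15027200, was listed for both CHG (26.9% to 50.8%) and CHH methylation (7.21% to 19.1%). In the window on chromosome 5, which holds AT5TE72490 (ATLINE1A) and part of AT5G49590, *uvr3 phrI* plants had 1 hypo-DMR of 450 bp and *ddb2* plants 3 hyper-DMRs of 250 to 800 bp. No DMR of WT plants lay in that window.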

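At time point 0 the median level of hyper-DMRs was higher than in WT plants by 2.10 points in *uvr3 phrI* (95% CI 1.32 to 3.22), 5.78 points in *ddb2* (95% CI 5.19 to 6.63), 7.83 points in *dcl4* (95% CI 7.35 to 8.64) and 7.36 points in *ago1* plants (95% CI 6.43 to 8.64). In hypo-DMRs it was lower, with differences of -3.89 points in *uvr3 phrI* (95% CI -5.49 to -2.54), -12.1 points in *ddb2* (95% CI -14.4 to -9.85), -14.5 points in *dcl4* (95% CI -16.1 to -12.7) and -5.18 points in *ago1* plants (95% CI -6.82 to -3.67). These are the levels of different regions in each genotype. The alternative that moved the differences most was the restriction to DMRs with a change of at least 15 points. The *ddb2* differences were then 8.26 points for hyper-DMRs and -4.54 points for hypo-DMRs, with the same signs. The WT levels at time point 0 came from the library with the fewest mapped reads.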

In all tested mutant plants, DNA methylation changes occurred predominantly in the CHH context although we found, in the *ddb2* mutant, around 10% of the DMRs in the symmetric contexts (CG and CHG; Fig 1C).

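CHH DMRs made up 99.7% of the DMRs in *uvr3 phrI*, 98.4% in *dcl4* and 99.8% in *ago1* plants. In *ddb2* plants 1105 DMRs were in the CG or CHG context (10.9%, 95% CI 10.3 to 11.6%), of which 1055 were CHG and 50 CG. The CHG DMRs of *ddb2* plants comprised 1021 hyper-DMRs and 34 hypo-DMRs. The CG DMRs went in both directions, with 22 hyper-DMRs and 28 hypo-DMRs, and the other genotypes together had 1 CG DMR.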

All together, these results suggest that, upon UV-C exposure, GGR and small RNA-mediated GGR prevent excessive gain of DNA methylation and that DR prevents excessive loss of DNA methylation. These methylome changes occurred predominantly in repressive chromatin where repeats and TE are abundant.

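The hyper-DMRs covered 2.48% of the genome in *ddb2*, 1.51% in *dcl4*, 0.330% in *ago1*, 0.214% in WT and 0.0842% in *uvr3 phrI* plants. For hypo-DMRs the covered part of the genome was 0.507% in *uvr3 phrI*, 0.298% in *ago1*, 0.179% in WT, 0.0655% in *ddb2* and 0.0636% in *dcl4* plants. From its results taken together, the paper proposes that GGR and small RNA-mediated GGR limit the gain of methylation after UV-C exposure and that DR limits its loss.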

In WT and *dcl4* plants, LTR/Gypsy TE overlapping with DMRs are significantly over-represented compared to their distribution in the Arabidopsis genome (S1C Fig). In *uvr3 phrI*, *ddb2* and *ago1* plants, class II TE exhibiting DMRs are significantly over-represented compared to those of WT and *dcl4* plants (S1C Fig), suggesting that UV-C irradiation may have triggered TE mobilization. 

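*ONSEN* copies were located by an exact match of both COPIA78 primers of S3 Table within 1 TE of the reference genome. This gave 7 copies annotated as ATCOPIA78, with lengths from 4795 to 7840 bp, all in chromosome arms. Within the copies and 1 kb on each side, WT plants had 4 hyper-DMRs at 4 copies and 10 hypo-DMRs at 6 copies, all in the CHH context. The hyper-DMRs gained between 10.0 and 29.7 points, with a median of 23.0 points, and the hypo-DMRs had a median change of -12.2 points. The largest gain was at the start of AT1TE12295 on chromosome 1 from 3780700 to 3781000, from 9.75% to 39.4%. At AT3TE92525 on chromosome 3, the hyper-DMR from 22695550 to 22695850 also crossed the edge of the TE, with a rise from 42.7% to 61.5%.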

Interestingly, we found that the heat stress responsive LTR/Copia TE, *ONSEN* [43], displayed hyper-DMRs in WT plants upon UV-C irradiation (S5A Fig). This gain of DNA methylation at the edge of the TE as well as in intergenic regions is more pronounced in *ddb2* and *dcl4* plants (S5A, S6A, S6B and S6C Figs) and suggests that UV-C may have released *ONSEN* transcription. 

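At the same 7 *ONSEN* copies *ddb2* and *dcl4* plants each had 25 hyper-DMRs and no hypo-DMR. These DMRs were found at all 7 copies and summed to 13300 bp in *ddb2* and 9750 bp in *dcl4* plants, against 1000 bp of hyper-DMRs in WT plants. Of the 25 in *ddb2* plants 23 were CHH and 2 CHG DMRs, and 1 region of 1300 bp, listed for both contexts, was counted for each. In *ddb2* plants 11 of them crossed an edge of the TE, 12 lay inside and 2 in the flanks, and in *dcl4* plants 8 crossed an edge and 17 lay inside. The median gain, over both contexts, was 13.7 points in *ddb2* and 11.9 points in *dcl4* plants. At AT1TE12295 the DMR at the start of the copy was 650 bp long in both mutants, and the level rose from 30.3% to 47.5% in *ddb2* and from 32.4% to 49.2% in *dcl4* plants. In *uvr3 phrI* plants all 11 DMRs at the copies were hypo-DMRs, and *ago1* plants had 2 hyper-DMRs and 2 hypo-DMRs.

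**Figure D1:**
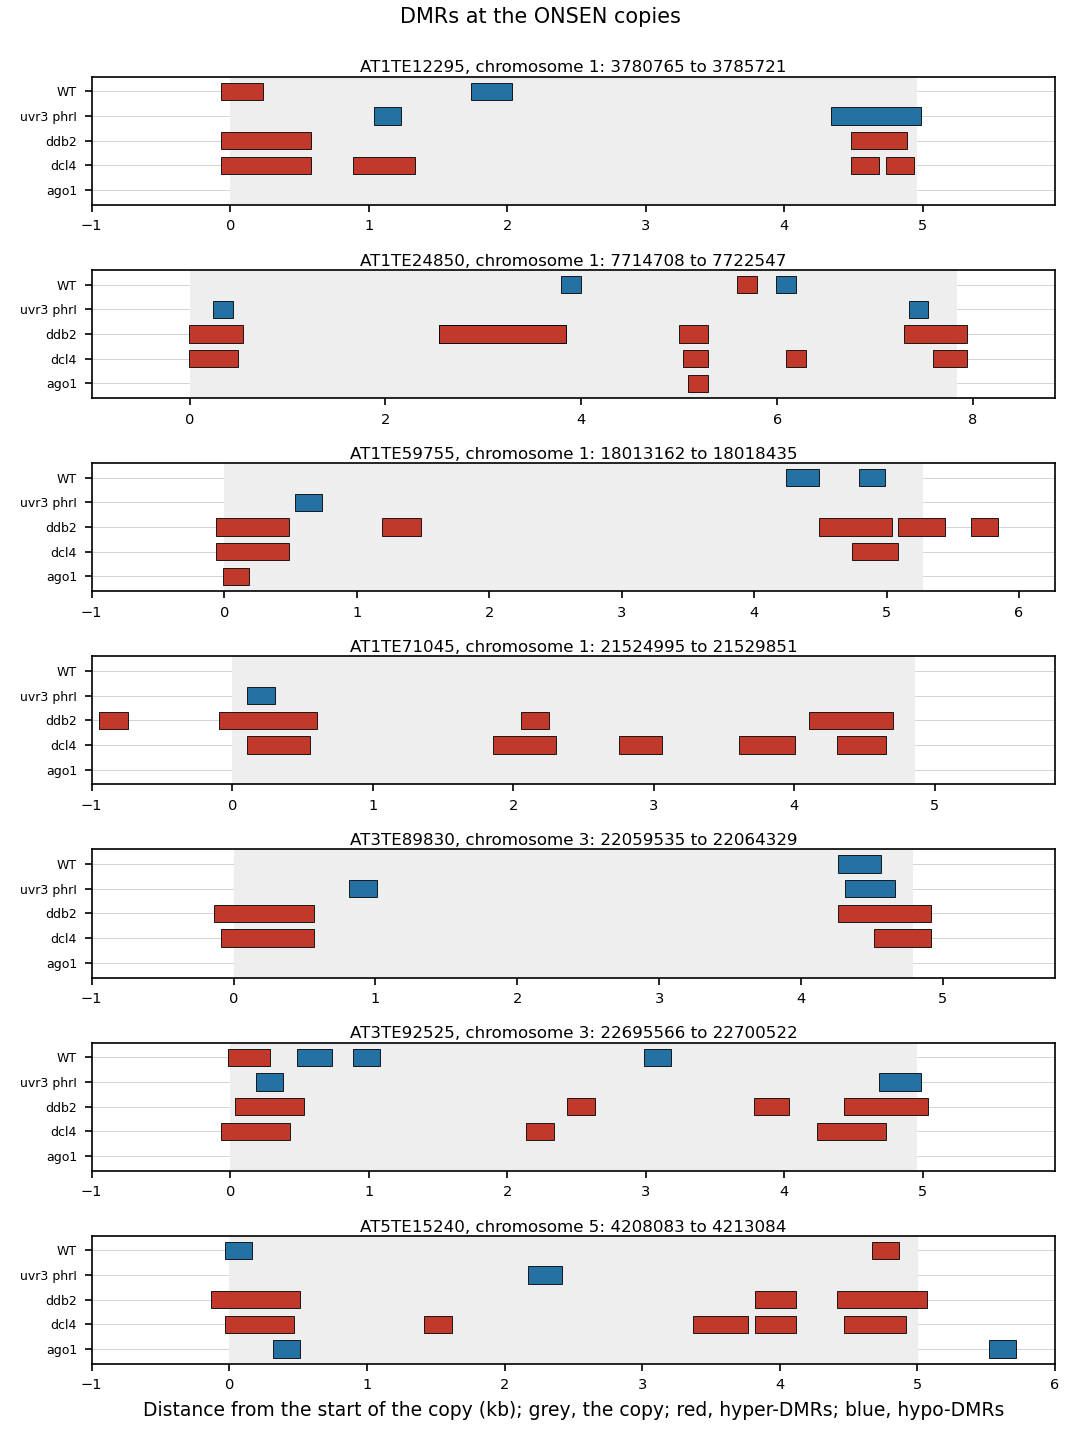
DMRs at the 7 *ONSEN* copies in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants, by distance from the start of the copy in kb. Grey marks the copy, red the hyper-DMRs and blue the hypo-DMRs, and the 25 hyper-DMRs of *ddb2* and of *dcl4* plants are seen at all 7 copies, many of them at an edge.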

We can notice that, in all plants, the 24-nt abundances at the edge of *ONSEN* did not significantly change upon UV-C irradiation (S5A Fig). To test the effect of UV-C irradiation on *ONSEN* transcript level, we measured, 2h and 24h upon UV-C exposure, its RNA steady state level in WT and in DNA repair deficient plants. We found that in WT, *ddb2*, *dcl4* and *ago1* plants *ONSEN* transcripts were up-regulated whereas they were down-regulated in *uvr3 phrI* plants highlighting that UV-C exposure and DNA repair factors modulate its expression (S5B Fig). In agreement with our observations, UV-B stress was reported to precociously release gene silencing of transgene, of TE, as well as of endogenous loci in Arabidopsis and maize [44, 45].

Collectively, our data suggest that UV-C irradiation may have transiently released TEs expression and that changes in DNA methylation could act as a defense mechanism to prevent an additional burst of TE mobilization that would further lead to genome instability. Moreover, it allows considering that DNA repair pathways (DR, GGR and small RNA-mediated GGR) likely contribute to the regulation of the DNA methylation landscape at putative UV-reactivated loci.

### UV response and methylation changes

In order to determine whether UV-C-induced DNA methylation changes are controlled by specific DNA repair processes or whether these methylome alterations result from a general “stress response” effect, we compared the DMRs identified in WT plants with those of each mutant. Additionally, we performed the same cross-comparison using WGBS data from WT plants subjected to drought stress [46]. 

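DMRs were counted as shared when at least 50% of a DMR of the first genotype was covered by DMRs of the same direction of the second, and the count was set against 1000 random placements of the first list on the genome. Of the WT hyper-DMRs, 17 were shared with *uvr3 phrI* (17.9 times the random mean), 391 with *ddb2* (13.9 times), 270 with *dcl4* (15.8 times) and 63 with *ago1* plants (16.9 times). For WT hypo-DMRs the counts were 79 with *uvr3 phrI* (17.3 times), 3 with *ddb2* (5.07 times), 2 with *dcl4* (3.80 times) and 19 with *ago1* plants (7.04 times). The count of 2 with *dcl4* plants lay within the range that held 95% of the random placements (0 to 2). Over the 6 pairs of mutants there were 3902 shared hyper-DMRs, against a random mean of 208.4, and 187 shared hypo-DMRs, against 12.0. Of these hypo-DMRs *ddb2* and *dcl4* plants shared 1, within the random range (0 to 1). With an overlap of 1 bp they shared 3, above the random range (0 to 2). The other alternatives with a random range left this pair within it. Placement within the same zone and the same class (TE or not TE) lowered the ratios most, for example to 5.12 for the WT and *ddb2* hyper-DMRs. Under that placement the 3 hypo-DMRs shared by WT and *ddb2* plants fell within the random range. The pair of *ddb2* and *ago1* plants had the highest ratios, 34.4 for hyper-DMRs and 36.4 for hypo-DMRs, and their levels at 24h are those found identical at most regions with the same coordinates. Without this pair the ratio over the mutants was 16.2 for hyper-DMRs (2896 shared) and 13.6 for hypo-DMRs (150 shared). In the other 9 pairs of genotypes, the level at 24h was identical in 0 of 393 regions with the same coordinates (95% CI 0 to 0.934%), and the median absolute difference was 7.77 points. DMRs under drought stress were not analysed here.

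**Figure D2:**
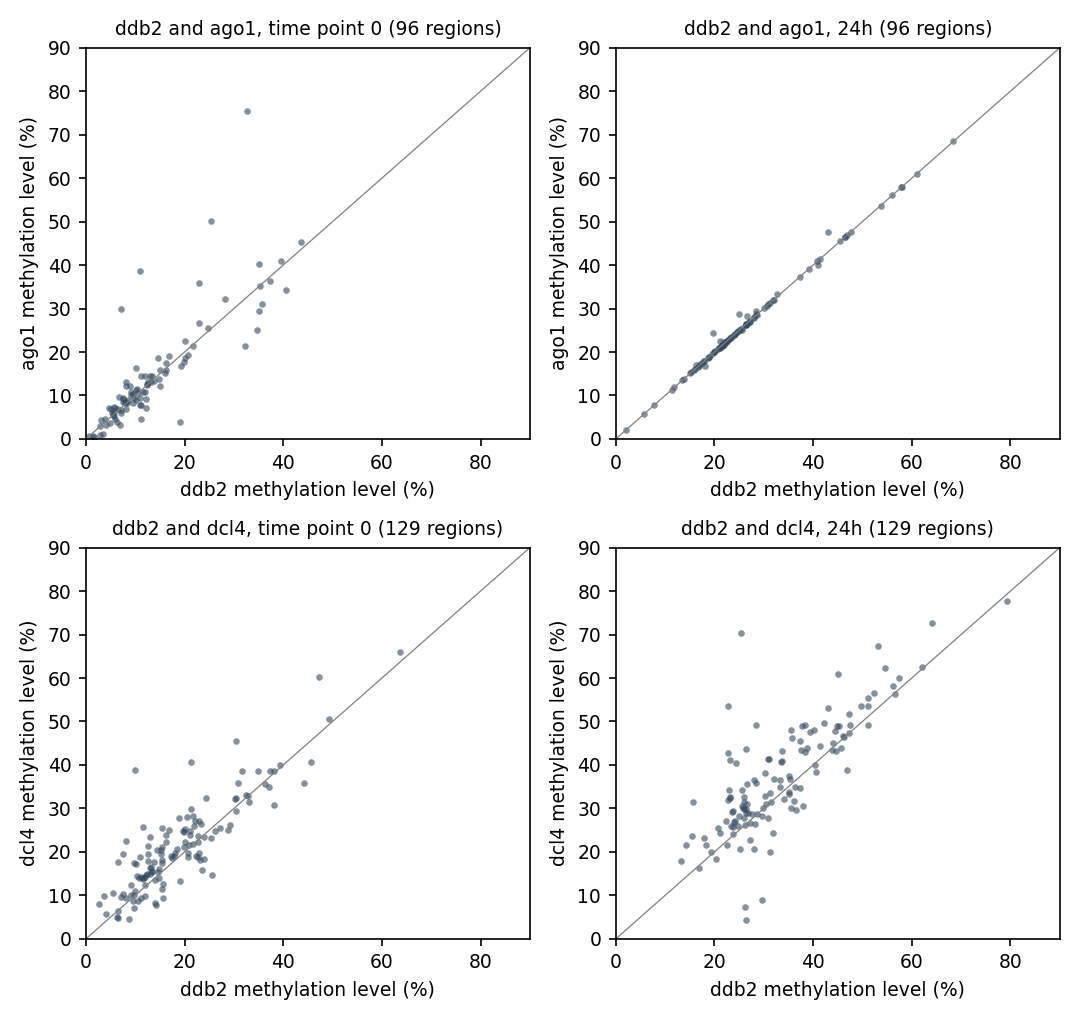
Methylation level (%) of the regions listed with the same coordinates and context in *ddb2* and *ago1* plants (96 regions, top) and in *ddb2* and *dcl4* plants (129 regions, bottom), at time point 0 (left) and 24h (right). Each point is 1 region and the line marks equal levels. The *ddb2* and *ago1* levels at 24h lie on or close to the line, with a largest difference of 4.69 points, against 42.8 points at time point 0.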

Interestingly, we found significant overlap between DMRs (hyper and hypo) of WT (UV-C and drought) and of mutant plants as well as in between DNA defective plants as reflected by a representation factor >1 (S7 and S8 Figs). This suggests that DNA methylation levels of particular genomic regions are modulated in a stress-dependent manner and that photodamage repair processes controls the methylome landscape of a common set of regions.

Moreover, we re-analyzed the DNA methylation levels, in the CHH context, of each DMR for all the genotypes. Interestingly, we found that most of the DMRs in *ddb2*, *dcl4* and *ago1* plants display increased DNA methylation levels whilst in *uvr3 phrI* plants these profiles decreased (S9 Fig). These observations are consistent with the respective roles of these factors in the different pathways involved in the repair and in the response to UV-induced DNA lesions [3].

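The deposited lists give the methylation levels of a DMR only in the genotype where it was called, so the direction in another genotype was read where the DMRs of both overlapped. Of the WT hyper-DMRs with at least 50% of their length in *ddb2* DMRs, all but 10 lay in hyper-DMRs (95% CI of the share 95.5 to 98.8%). For the WT hypo-DMRs the share in hyper-DMRs was 98.9% (273 against 3). In *dcl4* plants 94.4% of such WT hyper-DMRs (95% CI 91.1 to 96.8%) and 99.0% of such WT hypo-DMRs (95% CI 96.5 to 99.9%) lay in hyper-DMRs. In *ago1* plants the shares were 56.2% for WT hyper-DMRs (95% CI 46.6 to 65.6%) and 71.2% for WT hypo-DMRs (95% CI 58.7 to 81.7%). In *uvr3 phrI* plants they were 13.9% (95% CI 8.33 to 21.4%) and 5.95% (95% CI 1.96 to 13.3%). Hyper-DMRs made up 96.5% of all listed DMRs in *ddb2*, 95.1% in *dcl4*, 52.0% in *ago1* and 15.3% in *uvr3 phrI* plants, so that a high share in hyper-DMRs can follow from the make-up of the list alone. Placed at random within the same zone and class, the WT hypo-DMRs lay in *ddb2* hyper-DMRs 54.9 times on average, against 273 observed.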

Hence, these data show that methylome changes are part of a general stress-response and that DNA repair pathways act synergistically to maintain DNA methylation landscape integrity in response to UV-C irradiation.

### UV-C irradiation induces chromocenters reshaping

Using WGBS approach, we identified that UV-C irradiation induced genome wide alterations of DNA methylation landscape. Interestingly, many methylation changes overlapped with centromeric and pericentromeric regions suggesting that constitutive heterochromatin strongly reacts to such stress (Figs 1B, S1B and S2A). Given that chromocenters are highly compacted genomic regions, we examined whether UV-C irradiation may have affected their compaction and/or their shape and to which extend photodamage DNA repair pathways act to maintain their shape. For this, we developed an automated image quantification program using DAPI staining and confocal microscopy to determine the percentage of surface occupied by chromocenters in a corresponding nucleus. We defined this parameter as chromocenters occupancy (CO) and determined this value in untreated (time point 0) and UV-C treated leaves (24h upon exposure) of WT and DNA repair deficient plants. In addition, relative chromocenters fluorescence intensity, chromocenters and nucleus surfaces (see methods for details) were determined using the same samples. Interestingly, in WT and *dcl4* plants CO increased whilst it decreased in *uvr3 phrI* and *ddb2* mutant plants and remained unchanged in *ago1* plants (Fig 2A and 2B). UV-C-induced CO alterations are correlated with the significant modulation of chromocenters fluorescence intensity and of chromocenters-nucleus surfaces (S10A, S10B and S10C Fig). This reflects that UV-C irradiation triggers nucleus and heterochromatin reorganization and that DR and GGR factors contribute to different extents to the nuclear dynamics.

**Fig 2:**
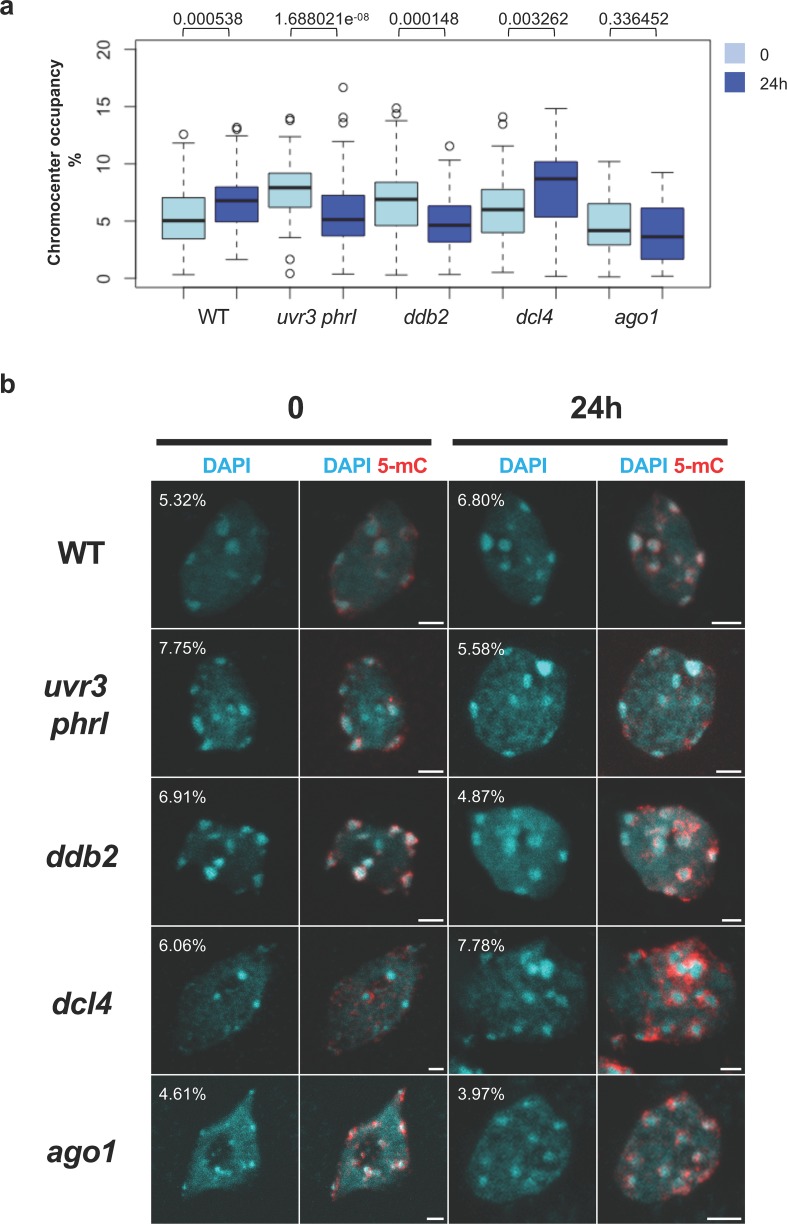
Chromocenters and 5-mC phenotypes upon UV-C exposure. **a** Boxplots representing the percentage of Chromocenters Occupancy (CO) in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before (0) and 24h upon UV-C exposure. CO was determined using DAPI staining, confocal microscopy and measured with an automated image quantification program. Exact p values according Mann Whitney test are indicated above each graph. Number of nuclei analyzed: 44 to 109. **b** Chromocenters phenotypes of isolated leaf nuclei of WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before (0) and 24h upon UV-C exposure. Representative DAPI staining (cyan) and 5-mC immunostaining (red) are shown for each genotype and time point. CO are indicated on the representative picture for each genotype and time point. Images were reconstructed from confocal image stacks. Scale bars = 2 μm.

In order to determine whether 5-mC distribution follows UV-C-induced chromocenters reorganization and methylome alterations, as characterized by confocal microscopy and WGBS, respectively, we performed immunolocalization of 5-mC. We used untreated (time point 0) and UV-C treated leaves (24h upon exposure) of WT and DNA repair deficient plants. We found in all tested plants, and as expected, that 5-mC localized around chromocenters prior UV-C treatment [47]. We confirmed that 5-mC signal remained unchanged in WT and in *ago1* plants upon UV-C irradiation whereas the signal increased in *ddb2* and *dcl4* plants and decreased in *uvr3 phrI* plants, respectively (Fig 2B). Interestingly, in *ddb2* and in *dcl4* plants, 5-mC spread over chromocenters consistent with our WGBS analyses (Figs 1B and 2B). UV-induced modulation of chromocenters shape may lead to transcriptional changes of particular sequences located in this area of the chromosome as already reported for heat-stress [45, 48]. Thus, to test this hypothesis, we analyzed by RT-qPCR the RNA steady state level of the centromeric 180 bp repeats and of the flanking pericentromeric heterochromatic domains containing 5S rRNA before (time point 0) and after UV-C irradiation (2h and 24h). We found that in WT plants the 180 bp and the 5S transcripts levels increased 2h upon UV-C exposure and come back to initial level at 24h (S11A and S11B Fig). In *ddb2*, *dcl4* and *ago1* plants we also measured an increase level of 180 bp and the 5S transcripts levels upon UV-C irradiation whilst in *uvr3 phrI* plants they decreased (S11A and S11B Fig). This shows that UV-C exposure released expression of particular centromeric and pericentromeric sequences and that this response relied on the DR pathway.

Collectively, our data highlighted that UV-C exposure induced the release of silencing of particular repeats as well as structural changes of chromocenters and 5-mC distribution. Moreover, we revealed that DNA repair factors involved in the repair of photodamage contribute to prevent excessive transcriptional reactivation and chromocenters changes in response to UV-C irradiation.

### UV-induced DNA methylome changes rely on misregulation of DNA methylation/demethylation pathways

The methylome analysis of WT and DNA repair defective plants subjected to UV-C irradiation revealed thousands of DMRs (Fig 1A). Such DNA methylation alterations may result from local effects in *cis* and/or from expression changes of genes involved in DNA methylation/demethylation processes. To test the latter hypothesis, we measured by RT-qPCR in WT and DNA repair deficient plants the transcript levels of the main factors of Arabidopsis DNA methylation/demethylation pathways. UV-C induced up-regulation of *CMT2* and *DRM2* in WT, *uvr3 phrI*, *ddb2* and *ago1* plants in agreement with their roles in CHH methylation and with the gain of asymmetric methylation (S12 Fig). Conversely, in *dcl4* plants expression of all DNA methyltransferases was down-regulated whilst enhanced CHH methylation level was measured (S13 Fig). We also found that UV-C irradiation leads to the up-regulation of demethylases expression in all plants except for *DML3* in *uvr3phrI* and for *DML2* in *ddb2* mutant plants (S13 Fig). These results suggest that loss of DNA methylation could result from up-regulation the active DNA demethylation process.

In order to further determine the involvement of DNA methylation/demethylation pathways in these methylome changes, we re-analyzed the DNA methylation levels of each CHH-DMRs using publicly available data of mutant plants defective in the expression of the main Arabidopsis DNA methyltransferases: *met1*, *cmt2*, *cmt3*, *drm1 drm2* [38]. We found that DNA methylation levels at identified DMRs (hyper and hypo) rely mainly on CMT2 and on DRM1/2 DNA methyltransferases, consistent with their roles in maintenance and *de novo* CHH methylation (Fig 3A and 3B, [37]). We found that MET1, involved in maintenance of DNA methylation in the CG context, also influenced CHH methylation at few loci (Fig 3A). Indeed, in *met1* mutant plants many CHH hyper-DMR have been identified ^38^. In agreement with this, we found that *MET1* RNA steady state level decreased in WT, *ddb2* and *dcl4* plants 2h upon UV-C exposure supporting the idea that transient down regulation of *MET1* expression may have also contributed to an ectopic gain of CHH methylation (S12 Fig).

**Fig 3:**
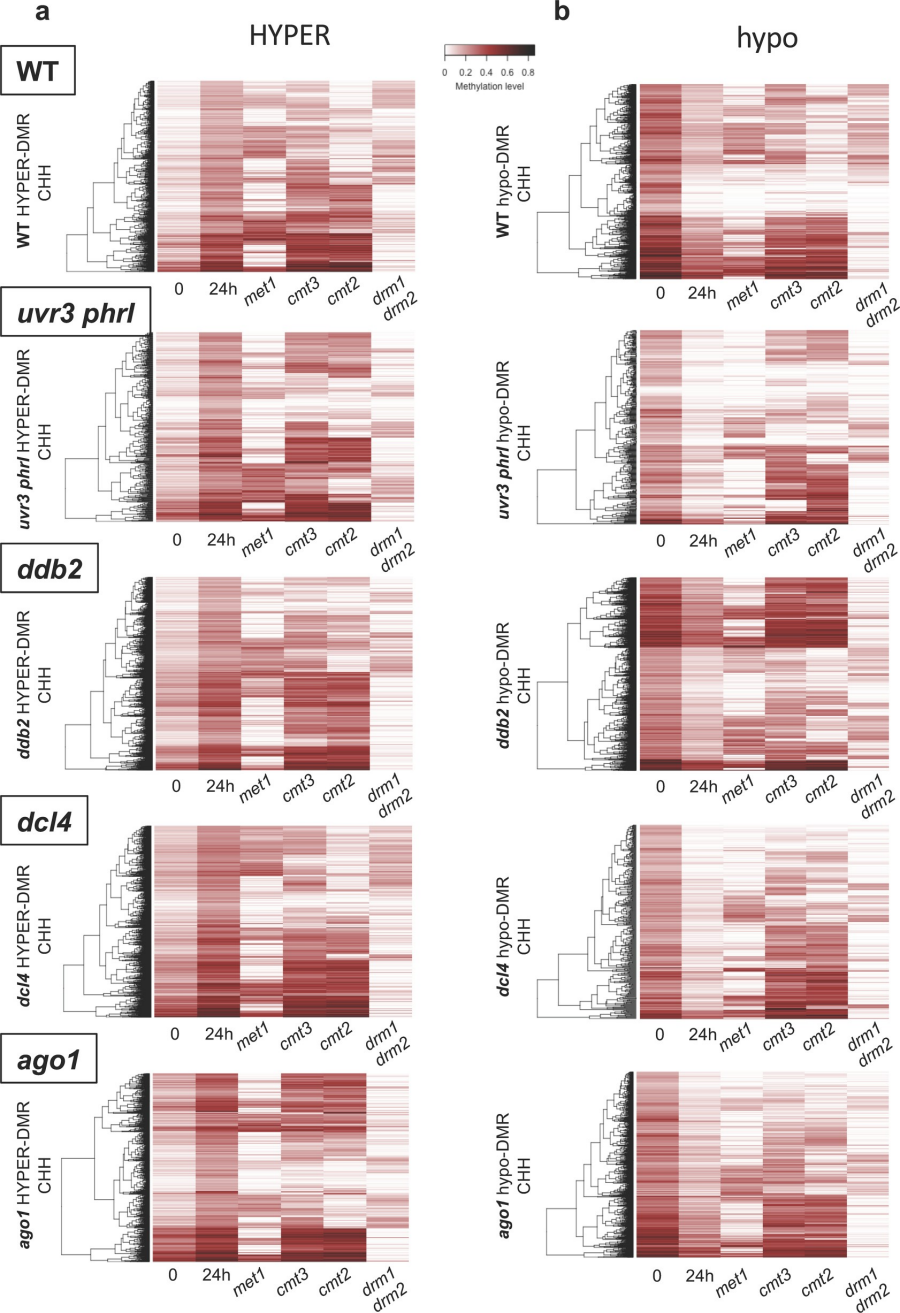
UV-induced DMRs and DNA methyltransferases. Heatmaps of CHH methylation levels within hyper-DMRs **(a)** and hypo-DMRs (**b)** identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants 24h upon UV-C exposure. The CHH methylation levels of each of these hyper-DMR are reported for *met1*, *cmt2*, *cmt3* and *drm1/2* mutant plants. Columns represent data for each indicated genotype (white: 0; black: 1).

Surprisingly, in all tested plants we could not identify genomic regions with concomitant alterations of CHG and CHH methylation levels, strengthening the fact that changes of DNA methylation in both contexts are uncoupled (Fig 1C). These observations are in agreement with the data obtained in *met1* and *ddm1* mutant plants for which alterations of CHH methylation occurred at distinct sites compared to changes of CHG methylation [38].

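Overlaps of CHG and CHH DMRs were searched in the mutants as in WT plants. In *ddb2* plants 745 of the 1021 CHG hyper-DMRs overlapped a CHH hyper-DMR (73.0%, 95% CI 70.1 to 75.7%), and 723 of these had the same coordinates in both contexts. DMRs were counted as listed, and the *ddb2* lists held 9 repeated lines. The random mean was 48.5 on the whole genome and 127.5 within the same zone and class. Both placements treat the contexts as called independently, which the many identical coordinates leave in doubt. Among the *ddb2* hypo-DMRs 22 of the 34 CHG DMRs overlapped a CHH DMR. The overlap was found in 90 of 103 CHG hyper-DMRs and the 1 CHG hypo-DMR of *dcl4* plants, in all 8 CHG hypo-DMRs of *uvr3 phrI* plants and in all 6 CHG DMRs of *ago1* plants. Counting CHG and CHH DMRs within 500 bp of each other gave 813 regions in *ddb2* plants in place of 767. At these 723 *ddb2* DMRs the median gain was 23.8 points of CHG and 13.4 points of CHH methylation. The strongest CHG gain at these regions, also chosen after its value was seen, was on chromosome 1 from 19963400 to 19963650, where CHG methylation rose from 0.334% to 66.3% and CHH methylation from 0.838% to 11.4%.

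**Figure D3:**
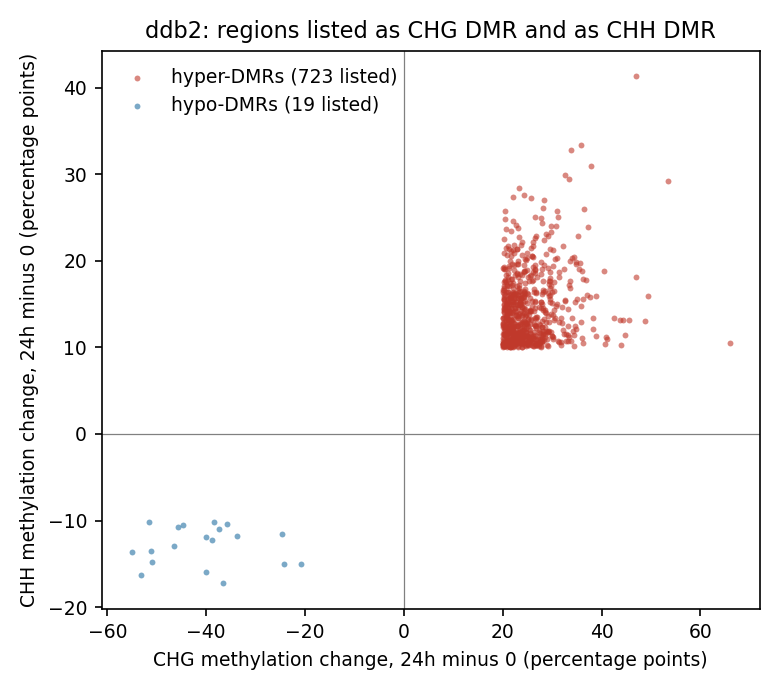
Change of CHG (x axis) and CHH methylation (y axis) between time point 0 and 24h, in percentage points, at the *ddb2* regions listed with the same coordinates in both contexts. Each point is 1 listed DMR (723 hyper-DMRs in red, 19 hypo-DMRs in blue), selected for a change of the same direction in both contexts.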

We observed that DRM1/2 play a predominant role in the regulation of CHH DNA methylation levels at hyper- and hypo-DMRs upon UV-C exposure (Fig 3A and 3B). In order to further determine whether the canonical RdDM pathway is involved in this regulation, we analyzed the DNA methylation levels at hyper-/hypo-DMRs in *nrpd*1 and in *ago4* deficient plants [38]. Indeed, we confirmed that the RdDM pathway plays a major role in the regulation of CHH DNA methylation landscape at most identified DMRs (Figs 4A and S14A). These observations suggest that UV-C exposure induces RdDM dysfunction either stimulating *de novo* or altering maintenance of DNA methylation. Moreover, our results suggest that photodamage DNA repair pathways are, directly or indirectly involved in *de novo* and in DNA methylation maintenance processes.

**Fig 4:**
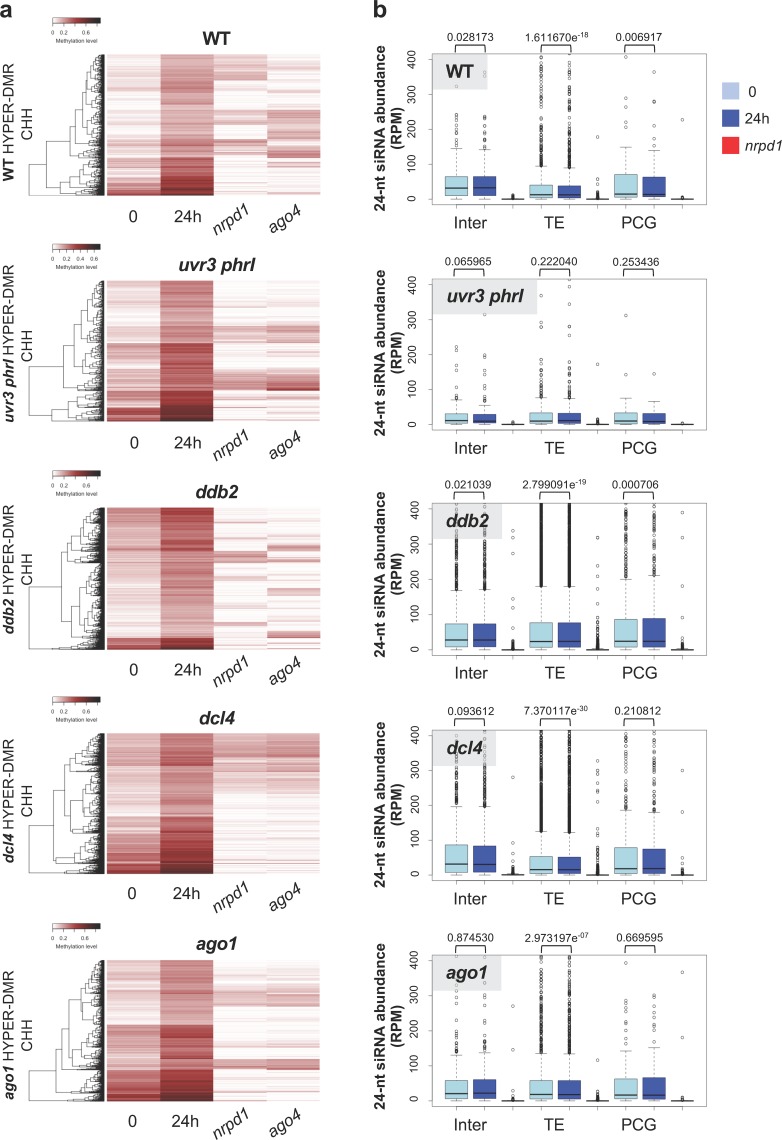
RNA-directed DNA methylation and DMRs. **a** Heatmaps of CHH methylation levels within hyper-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before, 24h upon UV-C exposure. The CHH methylation levels of each of these hyper-DMR are reported for RNA POL IV (*nrpd1*) and AGO4 (*ago4*) deficient plants. Columns represent data for each indicated genotype (white: 0; black: 1). **b** Boxplots representing the abundance of 24-nt siRNAs mapping to the CHH hyper-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4*, *ago1* and plants. For each genotype the abundance of 24-nt siRNAs is shown in RNA POL IV deficient plants (*nrpd1*). The 24-nt siRNA abundance is normalized against global small RNA content and expressed as reads per million (RPM). p-values are calculated according to Wilcoxon Matched-Pairs Signed-Ranks.

Active DNA demethylation also leads to loss of DNA methylation [21]. We aimed at determining whether genomic regions exhibiting loss of DNA methylation are targeted by the active DNA demethylation pathway. For this, we compared our identified hypo-DMRs with hyper-DMRs found in plants defective in *ROS1*, *DML2* and *DML3* demethylases expression (*rdd* mutant, [38]). We observed between 35 and 55% overlap with *rdd* hyper-DMRs (S15A Fig) confirming that active DNA demethylation may have acted at these particular loci to reduce DNA methylation level upon UV-C exposure.

Collectively, these analyses revealed that alterations of DNA methylation could have as origin an UV-C-induced misregulation/dysfunction of actors of the DNA methylation pathways (*de novo* and maintenance) and/or of the active DNA demethylation process.

### Small RNA populations upon UV-C exposure

To further decipher the role of the RdDM in the UV-induced regulation of DNA methylation landscape, we determined how canonical small RNA populations (21-, 22- and 24-nt) varied at DMRs. We first determined 24-nt siRNA abundance at hyper-/hypo-DMRs for all plants. In all the cases, and as expected, 24-nt siRNA population abundance is strongly reduced in RNA POL IV deficient plants (Figs 4B and S14B) strengthening the observation that canonical RdDM is involved in the biogenesis of these 24-nt siRNA. Surprisingly, only *ddb2* plants exhibit significant increase of 24-nt siRNA abundance at TE hyper-DMRs (Fig 4B) consistent with the role of DDB2 in the control of *de novo* DNA methylation [23]. Conversely, in all other mutant plants, we could either measure decreased or stabilization of small RNA abundances contrasting with the direct correlation between 24-nt siRNA quantity and gain of DNA methylation (Fig 4B, [19]). For hypo-DMRs, 24-nt siRNA abundance significantly decreased in WT, *uvr3 phrI* and *ago1* plants at TEs whereas no significant changes could be measured in *ddb2* and *dcl4* mutant (S14B Fig). Hence, our data suggest that either 24-nt siRNA abundances have been precociously and transiently modulated/used upon UV-C exposure and/or that other populations of small RNA (21-nt and 22-nt) may play a role in the regulation of DNA methylation. Using publicly available small RNA libraries [16] we found that in WT plants, 30 min following UV-C exposure, 24-nt siRNA abundance increased compared to the untreated time point 0 (S15B Fig) reflecting that transient enhancement of this population of small RNA may have occurred. To test the putative role of 21-nt and 22-nt siRNA in DNA methylation changes we measured their abundances at hyper-/hypo-DMRs. Firstly, we noticed that both 21- and 22-nt siRNA abundances are strongly reduced in RNA POL IV deficient plants (S16A, S16B, S17A and S17B Figs) in agreement with the existence of non-canonical small RNA biogenesis pathways [49]. Secondly, in WT, *uvr3 phrI*, *ddb2* and *dcl4* mutant plants, 21-nt abundance increased for all types of genomic regions exhibiting hyper-/hypo-DMRs whilst in *ago*1 plants it decreased (S16A and S17A Figs). The 22-nt siRNA patterns are similar to those of 21-nt siRNA in *uvr3 phrI*, *ddb2* and *dcl4* mutant plants for hyper-/hypo-DMRs whereas their trends differ in WT plants (S16B and S17B Figs) strengthening the idea that DNA methylation may require different populations of small RNA [50]. 21- and 22-nt siRNA originating from up-regulation of TE RNA steady state level and of their degradation products are incorporated into a cognate AGO protein, namely AGO6, to target DNA methylation [51]. We found that DNA methylation level of several loci are under the control of both AGO4 and AGO6 consistent with their redundant functions (S18A and S18B Fig, [51]). Hence, our analyses suggest that POL IV-dependent siRNA (21-, 22- and 24-nt) mediate changes in DNA methylation landscape through complex interplays.

### Genome wide mapping of UV-C-induced photolesions

UV-C exposure leads to the formation of photoproducts at di-pyrimidines [4]. In order to determine a genome-wide map of photolesions, genomic DNA was prepared from the same UV-C treated plants (WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1*; see methods for details) used for the methylome analyses. Genomic DNA was subjected to immunoprecipitation using anti-CPD and anti-6,4 PPs antibodies and high throughput sequencing was performed on the immunoprecipitated DNA [16]. The resulting sequences were mapped on the nuclear Arabidopsis genome and the enriched genomic regions (IP/input) containing photolesions were identified using bioinformatic workflow (see methods for details, [16]). 

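IPOUD sequences the DNA fragments that an antibody against a photolesion pulls down. Leaves harvested at time point 0 gave 1 library with the anti-CPD and 1 with the anti-6,4 PP antibody for each genotype, and the input of WT plants served as control for all 5 genotypes. The lists of all genotypes thus share 1 control. According to S2 Table the IP libraries had between 137551 mapped reads (*ago1*, anti-CPD) and 545923 (*dcl4*, anti-6,4 PP), which were 0.8 to 4% of the clean reads, and the input had 4682424. The authors mapped the reads to TAIR10 with Bowtie 1.1.2, keeping reads with 1 place in the genome, and called enriched regions with MACS2 2.1. The deposited list of each genotype holds the coordinates and the fold enrichment of IP over input of each region, for both antibodies together and without saying which antibody gave it. The median fold enrichment was 4.59 in WT (95% CI 4.55 to 4.66), 5.03 in *uvr3 phrI* (95% CI 4.92 to 5.17), 4.70 in *ddb2* (95% CI 4.64 to 4.76), 4.91 in *dcl4* (95% CI 4.84 to 5.00) and 5.59 in *ago1* plants (95% CI 5.48 to 5.85). The median length of the regions was 230 bp in WT, 141 bp in *uvr3 phrI*, 101 bp in *ddb2*, 180.5 bp in *dcl4* and 291 bp in *ago1* plants. Many regions shared 1 length, which differed between lists, such as 192 bp for 24.5% of the WT regions and 72 bp for 30.0% of the *ddb2* regions.

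**Figure D4:**
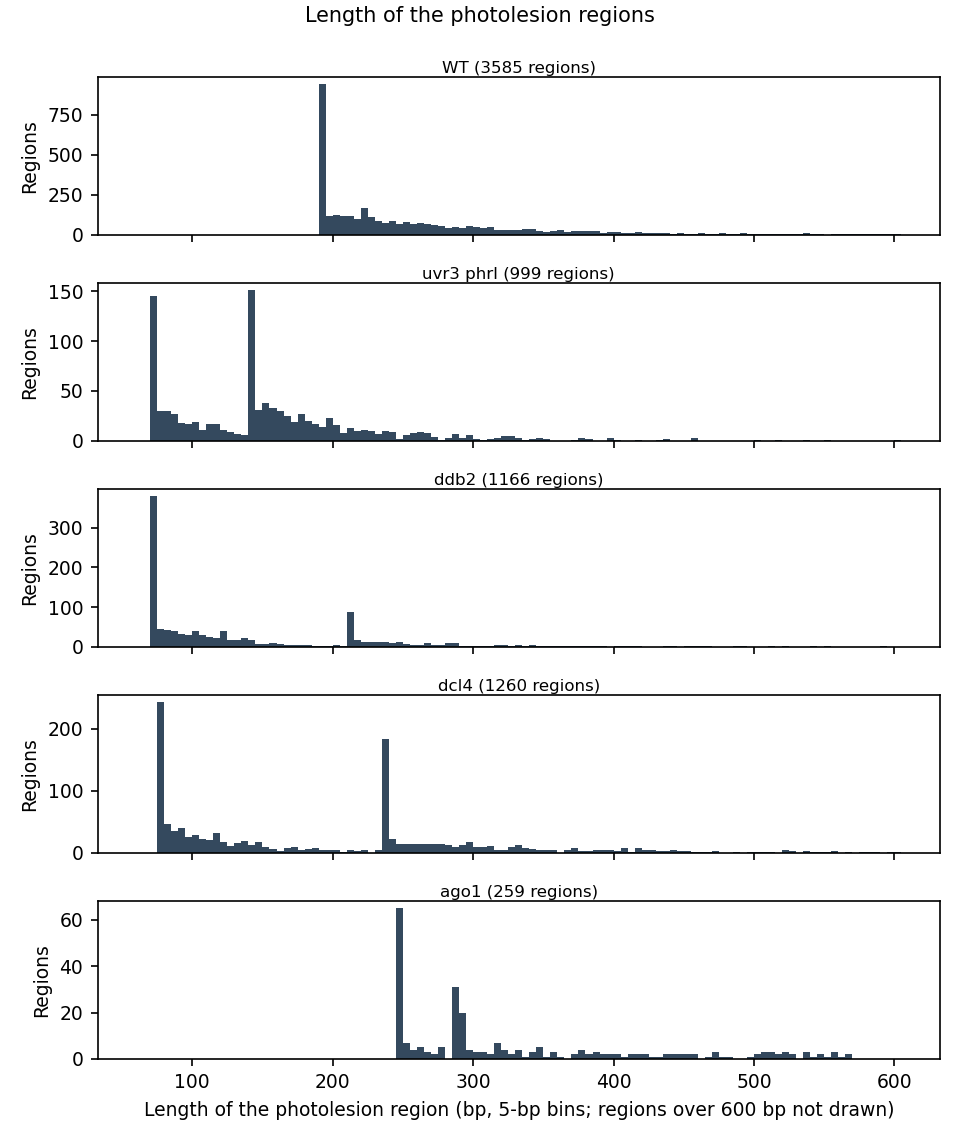
Number of photolesion regions by length (bp, bins of 5 bp) in each genotype, with regions over 600 bp not drawn. Each list piles up at its shortest length, 192 bp in WT, 72 bp in *uvr3 phrI* and *ddb2*, 77 bp in *dcl4* and 246 bp in *ago1* plants, and the mutants have a second pile-up.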

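The lists held 3585 regions in WT, 999 in *uvr3 phrI*, 1166 in *ddb2*, 1260 in *dcl4* and 259 in *ago1* plants. Merging overlapping regions left 3481 in WT and 232 in *ago1* plants. At an IP/input enrichment of at least 5, the setting that moved the counts most, 1264 regions remained in WT, 517 in *uvr3 phrI*, 416 in *ddb2*, 597 in *dcl4* and 186 in *ago1* plants. The regions covered 946181 bp in WT and 78582 bp in *ago1* plants. The mapped IP reads of both antibodies summed to 663613 in WT, 927354 in *uvr3 phrI*, 727150 in *ddb2*, 836536 in *dcl4* and 331320 in *ago1* plants.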

We found more than 3,500 regions enriched in photolesions in WT plants whereas these numbers are much more reduced in all tested mutant plants (Fig 5A). This could be due to the physiological adaptation of DNA repair deficient plants which are prone to produce more UV-screen compounds to prevent excessive photo-damage and also to the reduced leaves size of the *ago1-27* plants [39, 42]. 

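By the class at their midpoint, 17.4% of the WT photolesion regions lay in TEs (95% CI 16.2 to 18.7%), 25.0% in intergenic regions (95% CI 23.6 to 26.4%) and 57.6% in protein-coding genes (95% CI 56.0 to 59.3%). In *uvr3 phrI* plants 33.2% lay in TEs (95% CI 30.3 to 36.3%) and 33.4% in intergenic regions (95% CI 30.5 to 36.5%). The shares were 22.8% (95% CI 20.4 to 25.3%) and 28.6% (95% CI 26.0 to 31.2%) in *ddb2*, and 24.0% (95% CI 21.6 to 26.4%) and 36.4% (95% CI 33.8 to 39.2%) in *dcl4* plants. In *ago1* plants they were 35.5% (95% CI 29.7 to 41.7%) and 29.0% (95% CI 23.5 to 34.9%). The intervals of the intergenic share of *ddb2* and *ago1* plants overlapped that of WT plants. Restricting the lists to an enrichment of at least 5 moved these shares most, in *ddb2* plants, where protein-coding genes then held 35.8% in place of 48.6% and intergenic regions 38.2%.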

In all tested plants, photolesions are located all along the chromosomes with a bias for TE and intergenic regions in mutant plants compared to WT plants (Fig 5B). Importantly, we can observe enhanced IP signals at centromeric/pericentromeric regions, suggesting that this part of the genome is more prone to form photodamage (Figs 5C and S19). 

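The pericentromere held 20.7% of the photolesion regions in WT (95% CI 19.4 to 22.0%), 33.2% in *uvr3 phrI* (95% CI 30.3 to 36.3%), 26.5% in *ddb2* (95% CI 24.0 to 29.1%), 31.0% in *dcl4* (95% CI 28.4 to 33.6%) and 37.5% in *ago1* plants (95% CI 31.5 to 43.7%). The density exceeded that of the chromosome arms 1.14 times in WT and 2.61 times in *ago1* plants. The median fold enrichment of the WT regions was 4.72 in the pericentromere (95% CI 4.59 to 4.73) and 4.56 in the arms (95% CI 4.54 to 4.61). A pericentromeric region had the higher enrichment in 52.2% of pairs in WT, 55.1% in *uvr3 phrI*, 61.5% in *ddb2*, 53.2% in *dcl4* and 48.0% in *ago1* plants. The signal outside the called regions was not analysed here. With the zone of 3 Mb on each side, the WT share was 27.6%.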

Given that photolesions are formed between di-pyrimidines (CC, CT, TC and TT) we calculated their frequencies for each DNA strand of the identified damaged regions (intergenic, TE and Protein Coding Genes: PCG) and compared them to their overall frequencies in the Arabidopsis genome. We could not identify a significant bias for di-pyrimidines frequencies at damaged sites suggesting that other genomic or even epigenomic features may favor photolesions formation (S20 Fig; S1 Table). 

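The 4 di-pyrimidines were counted in each photolesion region on both strands and compared with the same class of the reference genome. In WT plants their frequency was 29.0% in damaged TEs, 28.7% in damaged protein-coding genes and 28.5% in damaged intergenic regions. This exceeded the genome by 1.87 points (95% CI 1.54 to 2.19), 1.11 points (95% CI 0.991 to 1.22) and 1.85 points (95% CI 1.65 to 2.04). Over the 5 genotypes and 3 classes all differences were above 0, with the smallest in *ddb2* protein-coding genes (95% CI 0.474 to 1.18) and the largest of 2.47 points in *ddb2* TEs (95% CI 1.70 to 3.24). All were above the range of 1000 random sets of regions with the same lengths in the same zone and class. For TT, the excess was 1.25 points in WT protein-coding genes (95% CI 1.14 to 1.37), while in WT TEs the difference was -0.469 points (95% CI -0.740 to -0.197). For CC it was 0.649 points in WT TEs (95% CI 0.476 to 0.821) and -0.215 points in WT protein-coding genes (95% CI -0.280 to -0.149). Taking each strand alone moved the values most. In *uvr3 phrI* protein-coding genes the difference was -1.43 points on the + strand and 3.37 points on the - strand.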

In order to characterize the epigenomic features of the photo-damaged regions we determined their overlap with chromatin states [36]. In WT plants we found a slight but significant enrichment of the photoproducts in chromatin states 2, 4, 5 containing high repressive H3K27me3 level, representative of facultative heterochromatin, in chromatin state 6 and in repressive chromatin states 8 and 9 representative of constitutive heterochromatin (S21 Fig). Interestingly, in all mutant plants, photolesions overlap with chromatin states 4, 5, 6, 8 and 9 with even a stronger enrichment compared to those of WT plants (S21 Fig). Thus, these observations highlight that photolesions formation rely on a complex interplay between genomic (di-pyrimidines) and epigenomic (chromatin states) features.

**Fig 5:**
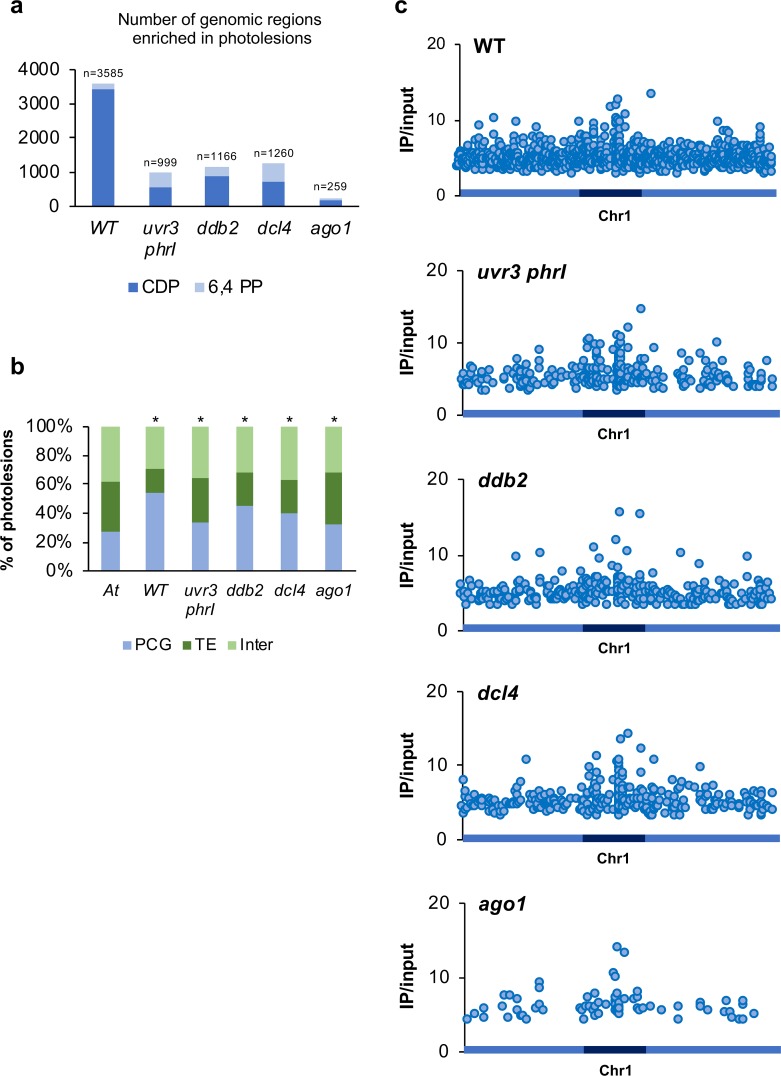
Genome-wide identification of UV-C induced photolesions. **a** Histograms representing the total number of photolesions identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* using IPOUD. **b** Histograms representing the percentage of the identity (protein-coding genes: PCG, TE and intergenic) of photolesions identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. *A*. *t* represents the overall distribution in the Arabidopsis genome. * p< 0.01 compared to *A*. *t* according the chi2 test. **c** Distributions of photolesions along chromosome 1 (light blue: chromosome arms, dark blue: pericentromeric regions).

Given that small RNAs also contribute to the repair of UV-induced DNA lesions [16] we mapped the canonical siRNA populations (21-, 22- and 24-nt) to the photodamaged regions. Around 50% of the photolesions-containing regions overlap with small RNAs. They display POL IV dependency (S22 Fig) supporting the idea that these populations of siRNAs likely originated from POL IV precursors [16, 49]. Importantly, we could also observe that, in mutant plants, biogenesis of the 21-nt siRNA population does not fully rely on RNA POL IV (S22 Fig). These analyses highlight that the damaged loci are either under the transcriptional control of different types of RNA POL (i.e. RNA POL II and POL IV) or that defect in DNA repair processes may activate alternative small RNA biogenesis pathways [49].

Hence, these results suggest that, although the formation of photolesions depends primarily on the presence of di-pyrimidines, repressive chromatin states also influence the formation of photodamage. Moreover, our data confirm that both canonical and non-canonical siRNA biogenesis pathways interconnect at many damaged loci likely to contribute to maintain genome/methylome integrity.

### DNA methylation changes at UV-damaged sites

Upon induction of DNA damage and following DNA repair, epigenome integrity should be maintained by an accurate re-establishment of the pre-existing DNA methylation patterns. We aimed at determining at the genome-wide level whether regions that have undergone UV damage exhibit significant changes in their DNA methylation levels and how DNA repair pathways contribute to the maintenance of methylome integrity. In others words we are interested in determining if DNA damage could be a source of methylome changes.

For this, we compared the genomic location of photolesions with those of the identified DMRs. 

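A photolesion region was counted as overlapping when at least 50% of it was covered by DMRs of the same genotype. By this rule the share of photolesion regions without a DMR was 99.5% in WT, 98.3% in *uvr3 phrI*, 96.5% in *ddb2*, 97.0% in *dcl4* and 95.4% in *ago1* plants. When an overlap of 1 bp was enough, these shares were 99.0%, 97.2%, 94.7%, 95.4% and 93.1%.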

Using the cross-comparison of these genomic data we identified that 94 to 98.2% of the photodamaged regions did not exhibit methylome alterations (Fig 6A). Conversely, it implies that several genomic regions that have been UV-C-damaged exhibit significant DNA methylation changes. Indeed, the overlap between DNA damage and methylome change does not occur by chance, as supported by a representation factor >1 (Fig 6A). 

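Photolesion regions were placed at random on the genome 1000 times and the number overlapping DMRs was counted each time. Overlapping regions of a list were counted and placed separately, so the random ranges can be too narrow. Merging them left 232 of 259 regions in *ago1*, 1143 of 1260 in *dcl4* and 933 of 999 in *uvr3 phrI* plants. The overlap of merged regions with DMRs was not tested. In WT plants 17 regions overlapped, against a random mean of 13.1, a ratio of 1.30, and the count lay within the range that held 95% of the placements (6 to 21.0). In *ddb2* plants the ratio was 1.37 (41 against 29.9) and the count was at the upper end of the range (19 to 41). The ratio was 2.86 in *uvr3 phrI* (17 against 5.95), 1.97 in *dcl4* (38 against 19.3) and 8.26 in *ago1* plants (12 against 1.45), all above their ranges. Placement within the same zone and class lowered the ratio to 1.93 in *uvr3 phrI*, 1.59 in *dcl4* and 5.74 in *ago1* plants, all still above their ranges. The *ddb2* ratio depended on the settings. It was 1.48 with an overlap of 1 bp and 1.80 for regions with an enrichment of at least 5, both above the random range. A representation factor over 595731 units of 200 bp gave 1.41 in WT, 3.61 in *uvr3 phrI*, 2.07 in *ddb2*, 2.69 in *dcl4* and 9.02 in *ago1* plants.

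**Figure D5:**
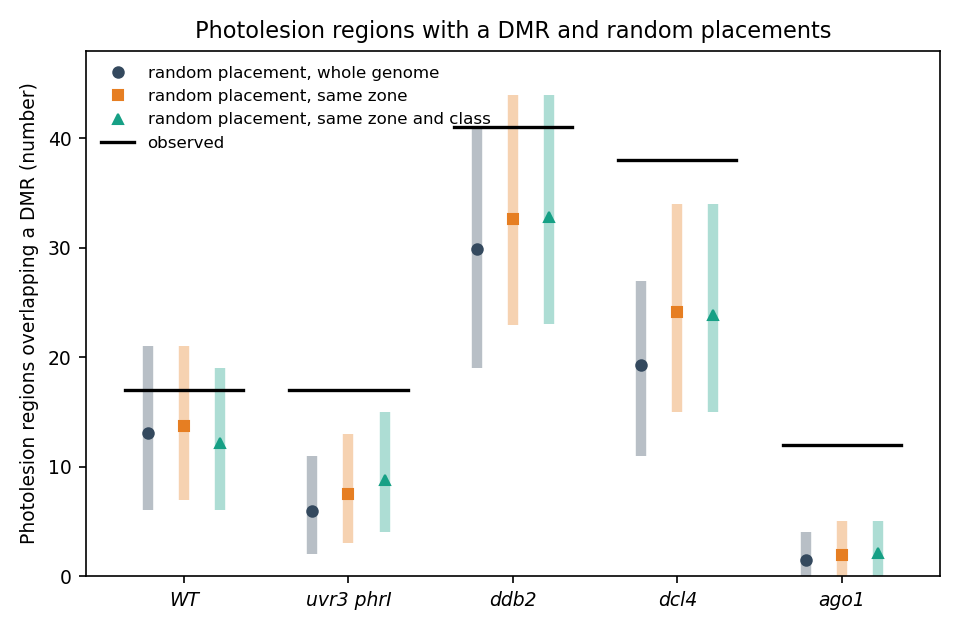
Number of photolesion regions overlapping a DMR in each genotype (black lines) and in 1000 random placements, on the whole genome (circles), within the same zone (squares) and within the same zone and class (triangles). Symbols are means and bars hold 95% of the placements. The observed numbers of *uvr3 phrI*, *dcl4* and *ago1* plants lie above all 3 bars and those of WT and *ddb2* plants do not. Class here is TE or not TE.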

In WT plants, 0.9% of the damaged regions (33/3585) exhibited changes in DNA methylation (Fig 6A). This proportion exceeded 2.7% in all tested mutant plants, suggesting that specific DNA repair machinery efficiently coordinates re-establishment of DNA methylation upon repair (Fig 6A). 

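The 17 overlapping regions were 0.474% of the WT photolesion regions (95% CI 0.276 to 0.758%). Hyper-DMRs were present in 12 of them and hypo-DMRs in 5. An overlap of 1 bp in place of 50% moved the share most among the alternatives to this rule set in advance, to 1.00% (36 regions). The overlapping region with the highest enrichment, 10.6-fold, lay on chromosome 2 from 5099802 to 5100180, in AT2TE20955 (ATREP18) and AT2TE20960 (ATLANTYS1). Its hypo-DMR went from 19.9% to 4.76% CHH methylation.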

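The overlapping regions were 1.70% of the photolesion regions in *uvr3 phrI* (95% CI 0.994 to 2.71%), 3.52% in *ddb2* (95% CI 2.53 to 4.74%), 3.02% in *dcl4* (95% CI 2.14 to 4.12%) and 4.63% in *ago1* plants (95% CI 2.42 to 7.95%). All 4 intervals lie above that of WT plants. The share expected by random placement also differs between the lists, so these shares alone do not show a stronger link in the mutants. Placement on the genome gave a mean of 13.1 of 3585 regions in WT and 29.9 of 1166 in *ddb2* plants, and both counts lay within their random ranges. The means were 5.95 of 999 in *uvr3 phrI*, 19.3 of 1260 in *dcl4* and 1.45 of 259 in *ago1* plants, whose counts lay above their ranges. In *uvr3 phrI* plants 14 of the 17 regions had a hypo-DMR, in *ddb2* plants 40 of 41 had a hyper-DMR, in *dcl4* plants 33 of 38 had a hyper-DMR, and in *ago1* plants 6 of 12 had each. The most enriched overlapping regions of *uvr3 phrI* (18.5-fold, chromosome 3 from 12670311 to 12670401) and *ddb2* plants (16.9-fold, from 12670303 to 12670400) lay at the same place in AT3TE52120 (LIMPET1). Both values were calculated over the same WT input. CHH methylation went from 36.6% to 21.9% in *uvr3 phrI* and from 16.9% to 37.6% in *ddb2* plants. In *dcl4* plants it was a region in AT4TE19110 (ATDNAI27T9A) on chromosome 4 from 4547916 to 4548015 (17.4-fold), where CHH methylation rose from 19.6% to 56.2%. In *ago1* plants it was a region on chromosome 3 from 11895155 to 11895676 (13.9-fold), near AT3TE49525, with a decrease from 21.4% to 7.88%. From the higher proportions in the mutants, the paper proposes that the DNA repair machinery coordinates the re-establishment of methylation upon repair.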

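Of the photolesion regions with a DMR, the pericentromere held 64.7% in WT (11 of 17), 88.2% in *uvr3 phrI* (15 of 17), 63.4% in *ddb2* (26 of 41), 68.4% in *dcl4* (26 of 38) and 100% in *ago1* plants (12 of 12). The 95% CIs were wide, such as 38.3 to 85.8% in WT and 73.5 to 100% in *ago1* plants. TEs held 52.9% of these regions in WT, 70.6% in *uvr3 phrI*, 65.9% in *ddb2*, 68.4% in *dcl4* and 83.3% in *ago1* plants.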

In all plants, damaged genomic regions exhibiting DNA methylation changes, mapped predominantly to TE and to centromeric/pericentromeric regions, consistent with the enriched number of photolesions and DMRs identified in these parts of the genome (Figs 6B and S23).

**Fig 6:**
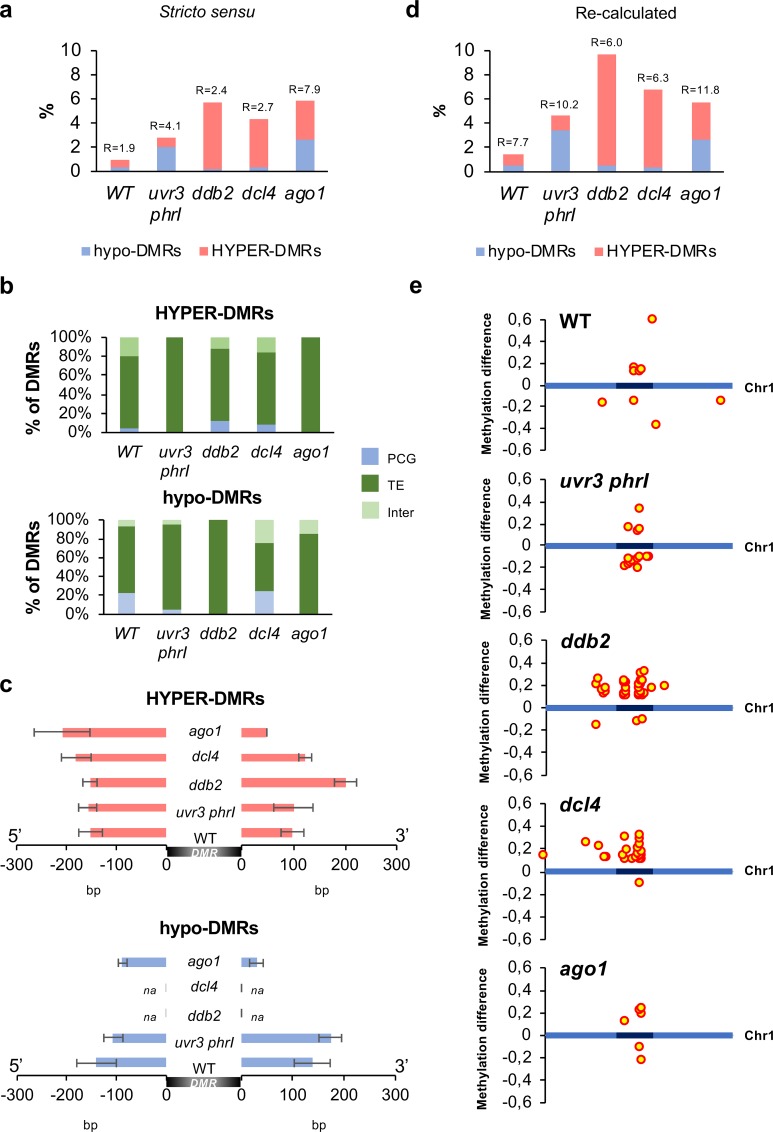
DMRs overlapping with photolesions. **a** Histograms representing the percentage of hypo- and hyper-DMRs overlapping with photolesions (*stricto sensu*) in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. R: Representation factor showing the statistical significance of the overlap between DMRs and photolesions (*stricto sensu*). **b** Histograms representing the percentage of the identity (protein-coding genes: PCG, TE and intergenic) of hyper- and hypo-DMRs overlapping with photolesions in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. **c** Histograms representing the average length (base pair: bp) of hypo- and hyper-DMRs spreading outside photolesions in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. na: non-applicable. **d** Histograms representing the percentage of the corrected hypo- and hyper-DMRs overlapping, with photolesions in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. R: Representation factor showing the statistical significance of the overlap between DMRs and photolesions. **e** Distributions of the corrected DMRs overlapping with photolesions along chromosome 1 (light blue: chromosome arms, dark blue: pericentromeric regions). Hyper- and hypo-DMRs are shown above and below each chromosome, respectively.

In order to understand the role of the DNA methylation/demethylation pathways in the maintenance of methylome integrity upon UV exposure we extracted the DNA methylation level of each overlapping DMR from *met1*, *cmt2*, *cmt3* and *drm1/2* mutant plants [38]. For hyper-DMRs we found that, in all plants, the gain of methylation relies mainly on CMT2 and on the RdDM pathway, consistent with their roles in maintenance of CHH methylation and in *de novo* DNA methylation, respectively (Fig 7A, [18]). Interestingly, we also observed that, at few loci, CHH DNA methylation is also under the influence of MET1 in agreement with the ectopic gain of CHH methylation reported in *met1* plants [38] and the down regulation of *MET1* expression measured in WT, *ddb2* and *dcl4* plants (Figs 3A and S11). For hypo-DMRs the same trends could be observed with an additional role for CMT3 (S24A Fig) consistent with the well-established link between CHG and CHH methylation [37]. Surprisingly, none of the damaged loci that have lost DNA methylation are target of the active DNA demethylation pathway, suggesting that defect in maintenance of DNA methylation may have predominantly led to hypo methylation (S24A Fig).

**Fig 7:**
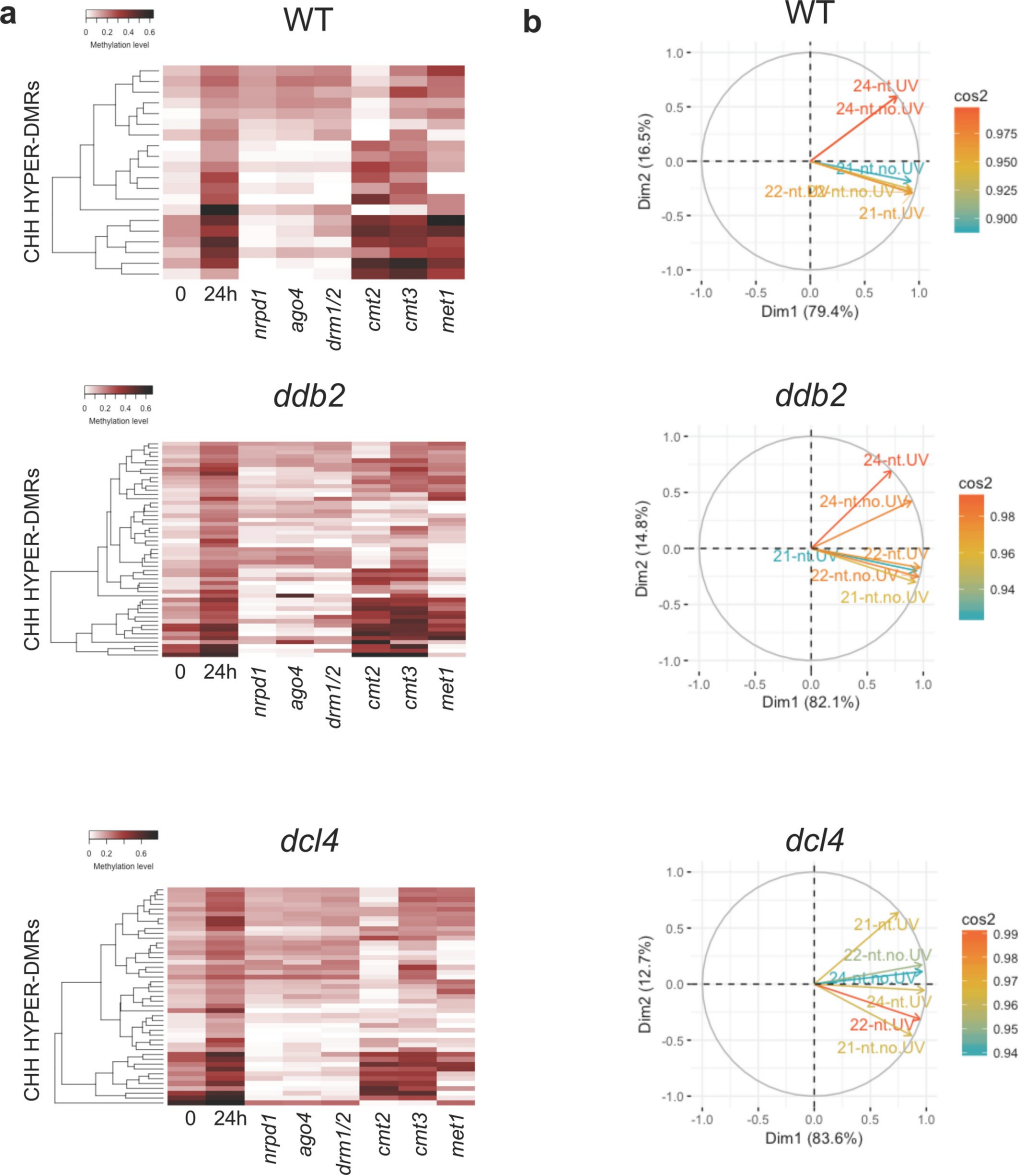
Characteristics of hyper-DMRs overlapping with photolesions. **a** Heatmaps of CHH methylation levels within hyper-DMRs identified in WT, *ddb2* and *dcl4* plants before, 24h upon UV-C exposure. Columns represent data for each indicated genotype (white, 0; black, 0.6) **b** Circles of correlations between 21-, 22- and 24-nt small RNAs mapping to the hyper-DMRs overlapping with photolesions in WT, *ddb2* and *dcl4* plants.

Importantly, genomic regions, such as TEs, can acquire DNA methylation through spreading from adjacent siRNA-targeted regions [52]. Given that 100% of the photodamaged regions exhibiting DMRs contain small RNAs, we investigated whether immediate adjacent regions gained or lost DNA methylation. 

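For each pair of an overlapping photolesion region and DMR, the part of the DMR that reached beyond the photolesion region was measured on both sides. In WT plants hyper-DMRs reached 45.1 ± 57.3 bp in 5' and 28.5 ± 43.3 bp in 3' (SD, n = 14 pairs). The median was 1 bp in 5' and 4 bp in 3', the alternative that moved these lengths most. With an overlap of 1 bp the means were 63.3 bp in 5' and 51.6 bp in 3' over 21 pairs.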

Interestingly, we found that hyper-DMRs spread over 100 bp in 3’ and 5’ from the damaged sites in WT plants (Fig 6C). This holds true for all the mutant plants with a more pronounced effect in *ddb2* mutant plants (>200 bp in 3’; Fig 6C). 

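In *ddb2* plants hyper-DMRs reached 138.6 ± 119.2 bp in 5' and 119.6 ± 142.4 bp in 3' (SD, n = 41 pairs), with a longest part of 458 bp in 3'. In *dcl4* plants the means were 85.8 ± 145.2 bp in 5' and 98.2 ± 100.9 bp in 3' (SD, n = 35). They were 85.8 ± 106.3 bp and 75.2 ± 73.5 bp in *uvr3 phrI* (SD, n = 4), and 50.2 ± 79.5 bp and 16.3 ± 33.2 bp in *ago1* plants (SD, n = 6). A longer DMR or a shorter photolesion region by itself lengthens the part beyond. Median lengths of hyper-DMRs and photolesion regions were 300 and 101 bp in *ddb2*, against 200 and 230 bp in WT plants. Differences between genotypes in this part therefore do not show a wider spread.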

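For hypo-DMRs the mean length beyond the photolesion region in 3' was 58 ± 57.2 bp in WT (SD, n = 8 pairs), 109.9 ± 94.7 bp in *uvr3 phrI* (SD, n = 14), 131 ± 53.7 bp in *ddb2* (SD, n = 2), 44.6 ± 56.4 bp in *dcl4* (SD, n = 5) and 16.3 ± 25.1 bp in *ago1* plants (SD, n = 10). In 5' no WT hypo-DMR reached beyond its photolesion region, while the mean was 48.1 ± 51.8 bp in *uvr3 phrI* and 37.5 ± 49.6 bp in *ago1* plants. An overlap of 1 bp gave a WT mean of 46.5 bp in 5', over 15 pairs.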

We found the same trends for hypo-DMRs in WT, *uvr3 phrI* plants and to a lower extent in *ago1* plants (Fig 6C). In order to provide a more realistic view of the overlap between DNA damage and DMRs, we took into account this parameter and we recalculated the number of UV-damaged regions exhibiting DMRs. As expected, we observed that the proportion of photodamaged regions exhibiting methylation alterations increased for each plant (Fig 6D). 

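The photolesion regions were widened by 100 bp on each side, and an overlap of 1 bp with a DMR was then counted. The share with a DMR was 1.20% in WT (43 regions, 95% CI 0.869 to 1.61%), 4.00% in *uvr3 phrI* (40 regions), 6.35% in *ddb2* (74 regions), 5.71% in *dcl4* (72 regions) and 7.34% in *ago1* plants (19 regions). Both the wider regions and the looser rule raise these shares.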

Importantly, 75 to 100% of these regions are located within the centromeric/pericentromeric regions (Figs 6E, S25A and S25B).

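Of the widened photolesion regions with a DMR, the pericentromere held 55.8% in WT (95% CI 39.9 to 70.9%), 82.5% in *uvr3 phrI* (95% CI 67.2 to 92.7%), 66.2% in *ddb2* (95% CI 54.3 to 76.8%), 72.2% in *dcl4* (95% CI 60.4 to 82.1%) and 94.7% in *ago1* plants (95% CI 74.0 to 99.9%).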

To go further in the characterization of the UV-damaged regions exhibiting altered DNA methylation patterns, we analyzed their epigenomic features [36]. We realized that, in all plants, these genomic regions overlap predominantly with the chromatin state 5, enriched in the repressive H3K27me3 mark, representative of facultative heterochromatin and with the constitutive heterochromatic states 8 and 9 (S25C Fig). These observations are in agreement with the role of GGR in the repair of poorly transcribed or un-transcribed genomic regions [14]. In addition it highlights that DR likely contributes to the maintenance of methylome integrity in response to the formation of photolesions in silent genomic regions.

Given that RdDM likely plays an important role in the maintenance of proper DNA methylation level at photo-damaged sites, we determined the correlations between the different populations of canonical small RNAs (21-, 22- and 24-nt siRNA) mapping at these regions. Using circles of correlation, we found that for WT and *ddb2* hyper-DMRs, 21-nt and 22-nt populations positively correlated (Fig 7B). Conversely, 24-nt siRNA did not show linear correlation with the 2 other populations suggesting independent roles (Fig 7B). This holds true for hypo-DMRs in WT and *uvr3 phrI* plants (S24B Fig). In *dcl4* hyper-DMRs 22- and 24-nt small RNA positively correlated whilst 21-nt did not show linear correlation (Fig 7B). These observations suggest that in *dcl4* plants the canonical populations of small RNA may have different roles compared to WT and *ddb2* plants and that DCL4-independent processes exist to produce 21-nt (Fig 7B, [53]). Consistent with this, *dcl3dcl4*, *dcl2dcl3dcl4* and *nrpd1nrpe1* mutant plants displayed higher UV-C sensitivity than single mutant plants (S26A and S26B Fig), shedding light on synergism between 21-, 22- and 24-nt siRNA biogenesis/mode of action in response to UV-C irradiation. Hence, these analyses suggest that 21-, 22- and 24-nt siRNA likely act in DNA repair and in DNA methylation, in agreement with the role of POL IV-dependent siRNA in DNA repair of UV-induced DNA lesions and in DNA methylation [16, 49].

Collectively, our data show that, in WT plants, UV-C irradiation leads to un-proper re-establishment of DNA methylation pattern in 1.5% of the damaged sites, which therefore correspond to the background level. 

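Widening the WT photolesion regions by 200 bp on each side gave a share of 1.42% with a DMR (51 of 3585 regions, 95% CI 1.06 to 1.87%). The same step gave 4.50% in *uvr3 phrI*, 7.80% in *ddb2* and 7.54% in *dcl4* plants, and 19 of 259 regions in *ago1* plants, as many as with 100 bp.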

The altered methylation profiles predominantly map to repressive chromatin and allows speculating that DNA damage are likely source of DNA methylation changes in silent chromatin. Moreover, these results revealed that a relationship exists between DNA damage/repair and methylome landscape with a strong contribution of the photodamage DNA repair pathways, including small RNA-mediated repair.

## Discussion

### UV-C irradiation induces DNA methylome alterations

Modifications of DNA methylation patterns have been characterized under different stress conditions and in several plant species [20]. Most of these studies were conducted using rather long exposure to biotic or abiotic stresses (several hours to few days) making difficult to determine a primary causal effect of the treatment on DNA methylation status [27, 28, 29, 30]. Here, we aimed at characterizing the effect of DNA damage/repair on methylome landscape. For this, we determined the DNA methylation profiles of *Arabidopsis thaliana* plants 24h upon few seconds of UV-C irradiation. In order to uncouple DNA damage/repair from light sensing/signaling [54] we used a short UV wave length (UV-C: 254 nm) that efficiently reacts with di-pyrimidines to form photodamage [3]. We found that UV-C irradiation, alters asymmetric DNA methylation landscape predominantly at centromeric and pericentromeric regions and that methylome changes are more pronounced in plants defective in the expression of specific repair factors of photolesions. Hence, we identified that DDB2, DCL4 and AGO1 prevent gain of DNA methylation and that UVR3-PHRI photolyases prevent loss of DNA methylation upon UV-C exposure.

DDB2 is involved in the recognition of photolesions during GGR [15, 40]. Although exclusively described as DNA repair factor, DDB2 was shown to form a complex with AGO4 to regulate the abundance of 24-nt siRNA at TE and repeats [23]. Indeed, in absence of applied stress, *ddb2* mutant plants displayed hundreds of hyper-DMRs [23]. Here we identified that *ddb2* mutant plants exposed to UV-C irradiation exhibit around 10,000 hyper-DMRs. Taken together these data show that DDB2 represses *de novo* DNA methylation during plant growth and also in response to UV exposure. In other words, it suggests that DDB2 may act as a general regulator of *de novo* DNA methylation during development and likely in response to stress. Recently, UVH6, a NER factor, was shown to be required for proper heat stress**–**induced transcriptional activation of heterochromatic TEs together with the mediator subunit MED14 [55]. These observations suggest that components of the DNA repair machinery play an important role in the regulation of silencing processes under stress conditions in addition to their canonical roles in DNA repair. These observations strengthen the notion that genome and methylome surveillance are coordinated.

Our methylome analyses revealed that *dcl4* and *ago1* deficient plants exhibit methylation changes closely related to those of *ddb2* plants. This supports the idea that both GGR and small RNA-mediated GGR cooperatively act in the maintenance of methylome integrity. Conversely to *ddb2*, *dcl4* and *ago1* plants, photolyases deficient plants mainly display hypo-DMRs upon UV-C exposure. In such plants the predominant repair pathway used is the NER, including GGR and small RNA-mediated GGR. Thus, the loss of DNA methylation may reflect the saturation of both GGR pathways including a strong reduction of the DDB2 contents due to its bias use. Upon induction of bulky DNA lesions, DDB2 is mobilized on chromatin to recognize the DNA damage and is subsequently targeted to the 26S proteasome [15, 40, 56]. Such rapid DNA damage-dependent turnover suggests that DDB2 content is likely a limiting factor. Given that DDB2 also represses both ROS1 expression and activity [24], the UV-induced modulation of the DDB2 pool may lead to the misregulation of ROS1 content/activity in addition to AGO4 availability. Hence, DDB2 may fine tune the antagonist effect of active DNA demethylation and RdDM in response to UV exposure and therefore control methylome landscape at particular loci.

Importantly, our data show that specific DNA repair pathways, DNA synthesis-independent (DR) and -dependent (GGR and small RNA mediated-GGR), coordinate the efficient re-establishment of DNA methylation upon repair, linking the maintenance of genome and methylome integrities.

Interestingly, we identified that UV-C induced gain of CHH methylation as well as up-regulation of *CMT2* and *DRM2* expression, consistent with their roles in CHH DNA methylation [18]. Therefore, UV-C-induced deregulation of DNA methyltransferases may positively correlate with gain or loss of DNA methylation. Conversely, we observed that *MET1* expression was down-regulated in WT, *ddb2* and *dcl4* plants. Although CG methylation remained unaffected upon UV-C exposure, *met1* plants showed ectopic gain of CHH methylation [38]. This phenomenon could be due to UV-C release of expression of particular genomic regions (i.e. TE) followed by an expression-dependent gain of DNA methylation to trigger their silencing. In addition, we cannot exclude that DNA methyltransferases activity could have been modulated by UV-C treatment, even transiently.

The gain of DNA methylation observed in all plants predominantly relies on RdDM, consistent with its role in *de novo* DNA methylation [19]. Although, measurements of 24-nt siRNA abundance did not show significant increase 24h upon UV-C irradiation we cannot exclude that the 24-nt siRNA population was precociously and transiently modulated, reflecting a fast control of their biogenesis or of their mobilization into AGO4 to direct maintenance and/or *de novo* DNA methylation. Importantly the biogenesis of photoproduct-associated siRNAs involves a non-canonical pathway including RNA POL IV, RDR2 and DCL4 [16]. We identified that the biogenesis of 21-, 22- and 24-nt siRNA overlapping with the photodamaged regions predominantly relied on POL IV, in agreement with the hypothesis that such populations of siRNA originate from the same precursor and may serve for DNA repair and for DNA methylation [16].

Combination of post-transcriptional gene silencing (PTGS) and transcriptional gene silencing (TGS) processes acts to repress active plant retrotransposons [49, 57, 58]. Therefore, non-canonical siRNA biogenesis pathways and interconnections between RNA POL II and RNA POL IV biogenesis pathways may coexist at particular loci that need to be repaired and whose DNA methylation status needs to be tightly regulated [49]. This suggests that DR, GGR and small-RNA-mediated GGR coordinately act with the different DNA methylation pathways to maintain both genome and methylome integrities as a general (epi)genome immunity process [8,17].

### Photolesions are sources of DNA methylation changes in heterochromatin

In order to characterize the relationship between photoproducts locations and methylome changes, the genomic map of photolesions was produced using immunoprecipitation of both CPD and 6,4 PP followed by next generation sequencing. We found, in all tested plant, that photodamage were located genome wide, albeit a significant enrichment could be characterized in repressive chromatin, stressing the point that these genomic regions are more prone to form photoproducts. Interestingly, 5-mC adjacent to pyrimidine has higher absorbance in the UV-B range and is more prone to form pyrimidine dimers compared to the combination with unmethylated cytosines [59]. Such feature is consistent with the higher enrichment of photodamage identified in constitutive heterochromatin where DNA methylation is concentrated. In addition, UV-C damages both euchromatin and heterochromatin whilst other genotoxic agents inducing bulky DNA lesions, like cisplatin, acts mostly in euchromatin [60]. Therefore, all these parameters allow considering that, in addition to the presence of di-pyrimidines, DNA methylation, nucleosome density and histone variants/PTM may synergistically contribute to favor photolesions formation in heterochromatin *vs* euchromatin. Collectively these studies highlight that heterochromatin likely displays higher genome/methylome flexibility than euchromatin and that DNA repair pathways (DR, GGR…) contribute to different extents to maintain its integrity.

We identified changes in CO and release of silencing of particular repeats consistent with heterochromatin reorganization observed during dark-light transition [61]. Interestingly, the photomorphogenic factor DE-ETIOLATED 1 (DET1) and DDB2 act together in the GGR pathway [62]. Thus, the light-induced chromocenters reorganization likely reflects the existence of a complex interplay between light signaling, induction/processing of photodamage and maintenance of methylome integrity.

The differential accessibility of euchromatic and heterochromatic regions for the DNA repair machinery implies that DNA repair is slower in compacted heterochromatin compared to relaxed euchromatin due to the kinetics of recruitment of the DNA repair factors to the damaged sites [63, 64]. Therefore, chromocenters reorganization upon UV-C exposure may reflect this slower repair kinetics and highlights that heterochromatic photodamage repair may require complex strategies as compared to euchromatic repair [64].

By comparing photolesions locations and DMRs we identified a significant overlap between DNA damage and methylation changes suggesting that photodamage are source of DNA methylation alterations. Interestingly, this un-proper re-establishment of methylome landscape is concentrated in repressed genomic regions (constitutive and facultative heterochromatin) and the DNA repair pathways prevent these exacerbated changes. The presence of TE and repeats in heterochromatin may explain such changes of DNA methylation levels in response to UV stress to further repress TE mobilization, genomic rearrangement that may affect genome integrity. Indeed, tight regulation of chromocenters compaction through specific epigenetic marks is important for chromosome architecture and segregation [65].

Importantly, we have to consider the effect of DNA damage on DNA methylation landscape may have been underestimated because UV-C irradiation also generates oxidatively induced DNA damage (i.e. 8-oxoguanine: 8-oxo-G) and DSB [10, 66]. Therefore, and similarly to photolesions, the proper re-establishment of DNA methylation profiles upon specific repair of these other types of damage could have also been affected.

UV-C exposure leads to the de-regulation of hundreds of genes, TE and repeats, within the first 24h hours following the treatment [35, 45, 48]. Heterochromatin-associated silencing was shown to be released in plants exposed to environmental cues, such as prolonged heat stress [48]. The temperature-induced release of silencing is transient, rapidly restored without the involvement of factors known to be required for silencing initiation [6]. Interestingly, we found that UV-C irradiation induced constitutive heterochromatin reshaping concomitantly with transcriptional reactivation of TE and repeats. Transposon bursts was reported in maize exposed to UV-B [44, 67] and light was shown to trigger changes in nuclear architecture including heterochromatin de-condensation [45, 48, 61]. Moreover, the *ONSEN* RNA steady state level increased upon UV-C exposure showing that such TE up-regulation reports both elevated temperature and high light stress, a characteristic of the global warming [43, 68, 69]. This reflects the complex interplays between environmental-induced transcriptional regulation, heterochromatin reorganization, DNA methylation and DNA damage-repair.

This study highlights that DNA repair pathways of UV-induced DNA lesions, namely DR, GGR and small-RNA mediated GGR, prevent excessive methylome alterations upon UV-C exposure. Moreover, we identified that photolesions are sources of DNA methylation changes in silent genomic regions suggesting that the efficiency of photodamage repair might play a significant role in the variation of DNA methylation landscapes likely contributing to reflect the evolutionary and life histories of plant species.

## Materials and methods

### Plant materials and growth conditions

The *Arabidopsis thaliana* wild-type (WT); *ddb2-3* [23], *uvr3 phrI* (WiscDsLox334H05 and WiscDsLox466C12, [39]), *nrpd1* (Salk_583051), *nrpe1* (Salk_029919), *dcl2-1* (Salk_064627), *dcl3-1* (Salk_005512), *dcl4-2* (GABI_160G05), *ago1-27* [42] plants used in this study are in the Columbia ecotype (Col0). Plants were grown *in vitro* on solid GM medium [MS salts (Duchefa), 1% sucrose, 0.8% Agar-agar ultrapure (Merck), pH 5.8] in a culture chamber under a 16 h light (light intensity ∼150 μmol m^−2^ s^−1^; 21°C) and 8 h dark (19°C) photoperiod.

### UV-C treatment

In order to prevent formation of photolesions, induced by the source of light, Arabidopsis WT and mutant plants were germinated and grown *in vitro* on solid GM medium for 10 days. Seedlings were subsequently transferred in larger Petri dishes (145 x 200 mm) at a density of 1 plant/cm and grown in the culture chamber for 11 additional days. Plants (40 plants/plate) were irradiated with UV-C (3,000 J/m^2^) using Stratalinker. Immediately upon UV-C exposure 40–50 leaves from 2 different plates were harvested and pooled (time point 0). Remaining plants were put back in the growth chamber and 40–50 leaves from the same 2 different plates were harvested 24h upon UV-C exposure (time point 24h). Leaves samples of two biological replicates were pooled for genome wide studies.

### Immunoprecipitation of photodamaged DNA

Genomic DNA was extracted immediately upon UV-C exposure (time point 0) using the Plant DNA Extraction kit (Qiagen). Five μg of genomic DNA were sonicated (Diagenode Bioruptor: 18 x 30 s) and denatured 10 min at 95°C in Buffer 1 (10 mM Tris HCl pH 7.5, 500 mM NaCl, 1 mM EDTA). Immunoprecipitation (IP) was performed by adding 5 μg of either anti-CPD mouse monoclonal antibody (CAC-NM-DND-001, Cosmo Bio, Japan) or anti-6,4 PPs (CAC-NM-DND-002, Cosmo Bio, Japan) and incubated on rotating wheel (8 rpm) overnight at 4°C. Afterwards the suspension was incubated with M280 Dynabeads (Invitrogen) 4h at 4°C under rotation (8 rpm). The pellet was washed 4 times with Buffer 1. The immunoprecipitated DNA was eluted with Buffer 2 (30 mM Tris HCl pH: 8.0; 150 μg Proteinase K) during 1h at 42°C. DNA from the IP and input fractions was purified using the Nucleospin Gel and PCR clean-up kit (Macherey-Nagel). DNA from IP and input were used for library preparation and sequencing by Illumina Hi-Seq (paired-end 2*75 bp; FASTERIS, Switzerland). Sequences were mapped (input and IP) onto the Arabidopsis nuclear genome (TAIR10) using Bowtie 1.1.2 (-v2 –m1). Both CPD and 6,4 PP enriched regions were determined using MACS2 (version 2.1).

### Whole-genome bisulfite sequencing and mapping

Genomic DNA was prepared from the same set of plants used for photolesions immunoprecipitation (time point 0) and also from plants 24h upon UV-C exposure (time point 24h). Purified genomic DNA was bisulfite-treated and sequenced by Illumina Hi-Seq (paired-end 2*125 bp) by the FASTERIS Company (Switzerland). Conversion efficiency was determined using an unmethylated internal control (FASTERIS). For all samples conversion efficiency was >99.99%. Mapping on the arabidopsis genome (TAIR10) was performed using Bsmap (Bsmapz version) using default options (S2 Table).

### DMRs calling

Upon mapping, the methylation levels were calculated with methratio.py. Differentially Methylated Regions (DMRs) between untreated and treated plants of the same genotype were determined according Daccord et al. (2017) [70] considering 200 bp sliding-windows with an overlap of 50 bp (sliding-window-pipeline). DMRs were identified using the difference between identical windows and upon filtering. Consecutive windows exhibiting the same methylation change (gain or loss) were joined and methylation level recalculated. DMRs were called for a DNA methylation difference (p< 0.05 according Wilcoxon signed-rank test), within the same genotype, higher or equal than 0.4 for CG, 0.2 for CHG and 0.1 for CHH methylation contexts. We re-analyzed with our method previously published BS-seq datasets [38] for *met1* (GSM981031), *cmt2* (GSM981002), *cmt3* (GSM981003), *drm1/2* (GSM981015), *nrpd1* (GSM981039), *ago4* (GSM980991) and *ago6* (GSM980993). Methylation levels were also calculated from chosen genomic coordinates.

The overlaps between the characterized DMRs, the photolesions enriched genomic regions and the chromatin states [36] were performed using the web assisted tool (https://usegalaxy.org/; “Operate on genomic intervals”) with an overlap size of 50%.

### Small RNA sequencing

Small RNAs were prepared from the untreated and UV-C treated plants (time points 0 and 24h) using the Tri-Reagent (Sigma), used for library preparation and sequencing by Illumina Hi-Seq (single end 50 bp; FASTERIS, Switzerland). Reads were aligned and mapped onto the Arabidopsis genome (TAIR10) using Bowtie (version 1.2.1.1; parameters: -y -e 50 -n 0 -a—best—strata –nomaqround; S2 Table). Upon conversion with samtools (version 1.5), reads overlapping with either the UV-damaged loci or the DMRs (50% overlap) were calculated with intersectBed (BED tools version 2.27.1). The read counts are divided by the “per million” scaling factor (RPM).

### RT-qPCR

Reverse transcription (RT) was performed on total RNA extracted using Tri-Reagent (Sigma) from untreated and UV-C treated plants (time points 0, 2h and 24h). The RT reaction was performed on 5 μg of total RNA using a mixture of random hexamers-oligo d(T) primers and the cDNA reverse transcription kit (Applied Biosystems). 100 ng of the RT reaction was used for quantitative PCR (qPCR). qPCR was performed, including technical triplicates, using a Light Cycler 480 and Light Cycler 480 SYBR green I Master mix (Roche) following manufacturer’s instructions. All primers are listed in Supplemental S3 Table. Experiments were at least duplicated using independent biological replicates.

### UV-C root growth assay

UV-C sensitivity was performed using 7-day-old *in vitro* germinated WT and mutant plants. Plants were grown vertically on square plates containing GM medium. Root length was measured 24h upon UV-C exposure (900 J/m^2^) using the Stratalinker 2400 (Stratagene). The relative root growth was calculated: (root length treated/ root length untreated) ×100 (±SD). Eight plants per replicate were used. Experiments were performed in triplicates.

### Tissue fixation and 5-mC immunolocalization

Leaves numbers 3 and 4 of 21-old day Arabidopsis WT and mutant plants were collected before irradiation (time point 0) and 24h upon UV-C exposure as described above. The collected leaves were fixed in 4 successive washing steps of at least 5 min in fixative solution (3:1 ethanol / acetic acid) and stored at -20°C. Fixed leaves were washed twice with demineralized water and incubated 3h at 37°C in a digestion mix (0.3% cellulase, 0.3% pectolyase 10 mM Na-citrate pH = 4.5). Digested leaves were spread on poly-lysine slides using 20 μl of acetic acid solution (60%) at 46°C for 1 min. Slides were washed 3 times in fixative solution and once in sterilized demineralized water. Post fixation was performed in a 2% paraformaldehyde PBS solution for 5 min. Slides were washed with demineralized water and incubated for 1h at room temperature in permeabilization buffer (8% BSA, 0.01% Triton-X in Phosphate Buffer Saline x1). For 5-mC immunolocalization slides were first incubated over night at 4°C with a monoclonal anti-5-mC-antibody (Diagenode C15200003; 1/1000 dilution in 1% BSA, Phosphate Buffer Saline x1). Upon incubation slides were washed 3 times with PBS and goat anti-mouse antibody coupled to FluoProbes488 (Interchim FP-GAMOTTGO488; 1/200 dilution in 1% BSA, Phosphate Buffer Saline x1) was added for 90 min at room temperature. Finally, slides were washed 3 times with Phosphate Buffer Saline x1 and 15 μl of Fluoromount-G (Southern Biotechnology CAT NO 0100–01) with 2 μg/ml DAPI were added as mounting solution for the coverslip.

### Image quantification

Whole image acquisition was performed on a Zeiss LSM 780 confocal microscope using a 64X oil immersion objective. 405 nm and 488 nm laser excitation wavelengths were used for DAPI and for the FluoProbes488, respectively. DAPI emission was measured between 410 nm and 585 nm wavelength on a first track. FluoProbes488 emission was measured between 493 nm and 630 nm wavelength on a second track. The same acquisition gain settings were used for all slides of a same genotype. Slight adjustment was performed due to labeling differences in between experiences. Acquisition gain for DAPI and FluoProbes488 in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* were [650, 500], [750, 698], [800, 615], [750, 698] et [800, 615] respectively. Each image acquisition consists in a Z-stack capture with a 0.43 μm slice distance. All pictures had a final voxel size of 0.1014 x 0.1014 x 0.4300 μm^3.

The image quantification was performed on ImageJ1.52o using a homemade plugin called Nucl.Eye (https://github.com/mutterer/Nucl.Eye). This plugin allows either an automatic or a manual delimitation of all nuclei on the z-max compiled image in order to quantify size and signal intensity of each nuclei and all internal spot like entities. Using the information of individual spot (intensity, surface) and nuclei surface, the Chromocenter Occupancy (CO) was defined as percentage of surface occupied by all bright DAPI spots (chromocenters) in the corresponding nucleus. Intensities and surfaces of each chromocenter and those of the whole nucleus were used to calculate their relative intensities and surface.

### Statistics

Mann-Whitney U or Wilcoxon Matched-Pairs Signed-Ranks tests were used as non-parametric statistical hypothesis tests (http://astatsa.com/WilcoxonTest/). Chi 2 test was used to determine significant difference between categories distribution (https://goodcalculators.com/chi-square-calculator/). Representation factor (R) was used to determine the statistical significance of the overlap between 2 independent groups of genomic regions (http://nemates.org/MA/progs/overlap_stats.html). t-test was used as parametric statistical hypothesis test.

## Supporting information

S1 Fig DMRs and chromatin states. **a** Histograms representing the percentage of hypo-DMRs (red) and hyper-DMRs (blue) identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants 24h upon UV-C exposure.
**b** Histograms representing the distribution of the chromatin states overlapping with DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. *A*. *t* represents the overall distribution of the 9 chromatin states in the Arabidopsis genome (*A*. *t*). * Chi square test < 0.01 compared to the Arabidopsis genome.
**c** Histograms representing the distribution of TE families overlapping with DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. *A*. *t* represents the overall distribution of the TE families in the Arabidopsis genome (*A*. *t*). * Chi square test < 0.01. compared to the Arabidopsis genome.
(TIFF) Click here for additional data file.

S2 Fig Genome wide distribution of DMRs and methylation changes. **a** Circos representation of the DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants 24h upon UV-C exposure.
**b** Boxplots representing the CHH methylation changes in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants 24h upon UV-C exposure.
(TIFF) Click here for additional data file.

S3 Fig DNA methylation levels. CHH DNA methylation levels along chromosomes(light grey: chromosome arms, dark gray: pericentromeric regions) in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants prior (0) and 24h upon UV-C exposure.
(TIFF) Click here for additional data file.

S4 Fig DMRs features. **a** Boxplots representing the size (bp) of hyper-DMRs (left panel) and hypo-DMRs (right panel) identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. Exact p values according Mann Whitney test are indicated above each graph.
**b** Genome browser views of hyper- and hypo-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants upon UV-C exposure. Upper panel: Chr1: 15, 023, 000 bp-15, 027, 000 bp intergenic region. Lower panel: Chr5: 20, 127, 000 bp-20, 130, 000 bp intergenic region/PCG. Red line: HYPER-DMRs; blue line: hyo-DMRs.
**c** Histograms representing the distribution of methylation levels prior UV-C irradiation in genomic regions exhibiting hypo- (left panel) and hyper-DMRs (right panel).
**d** Boxplots representing the CHH methylation levels prior UV-C irradiation in genomic regions exhibiting hypo- (left panel) and hyper-DMRs (right panel) identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. Exact p values according Mann Whitney test are indicated above each graph.
**e** Boxplots representing the CHH methylation difference of hypo- (left panel) and hyper-DMRs (right panel) identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants 24h upon UV-C exposure. Exact p values according Mann Whitney test are indicated above each graph.
(TIFF) Click here for additional data file.

S5 Fig *ONSEN* RNA level and DMRs. **a** Genome browser showing the density graph 24-nt siRNA abundance and DMRs at *ONSEN* locus in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants prior UV-C irradiation (0) and upon UV-C exposure (24h).
**b** RNA steady state level of *ONSEN* transcripts determined by RT-qPCR in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before (0), 2h and 24h following UV-C irradiation.
(TIFF) Click here for additional data file.

S6 Fig Genome browser views. Examples of hyper- and hypo-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants upon UV-C exposure in TE enriched region (**a**) and in intergenic regions surrounding protein coding genes (**b**) or TE (**c**).
(TIFF) Click here for additional data file.

S7 Fig Overlap between hyper-DMRs. Venn diagrams representing the overlap of hyper-DMRs between WT plants and either *uvr3 phrI*, *ddb2*, *dcl4*, *ago1* or WT drought plants as well as in between mutant plants. R: Representation factor and exact p value showing the statistical significance of the overlap.
(TIFF) Click here for additional data file.

S8 Fig Overlap between hypo-DMRs. Venn diagrams representing the overlap of hypo-DMRs between WT plants and either *uvr3 phrI*, *ddb2*, *dcl4*, *ago1* or WT drought plants as well as in between mutant plants. R: Representation factor and exact p value showing the statistical significance of the overlap.
(TIFF) Click here for additional data file.

S9 Fig Comparisons of DNA methylation levels. Boxplot of CHH methylation levels within DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants 24h upon UV-C exposure. The CHH methylation levels of each of these DMRs are reported before and upon UV-C exposure for each plant. Exact p values according Wilcoxon signed rank test are indicated above each graph. Blue significant decrease of DNA methylation level, red significant increase of DNA methylation level, black non-significant change.
(TIFF) Click here for additional data file.

S10 Fig Relative fluorescence intensities of chromocenters, chromocenters and nuclei surfaces. Boxplots representing the relative fluorescence intensities of chromocenters (**a**), chromocenter surface (**b**) and nucleus surface (**c**) of untreated (time point 0) and UV-C treated (time point 24h) WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. Exact p values according Mann Whitney test are indicated above each graph. Number of chromocenters analyzed: 252 to 601; Number of nuclei analyzed: 44 to 109.
(TIFF) Click here for additional data file.

S11 Fig *180 bp* and *5S* RNA levels. Relative RNA steady state level (±SD) of *180 bp* **(a)** and *5S* RNA **(b)** transcripts determined by RT-qPCR in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before (0), 2h and 24h following UV-C irradiation.
(TIFF) Click here for additional data file.

S12 Fig DNA methyltransferases RNA levels. Relative RNA steady state level (±SD) of *MET1*, *CMT2*, *CMT3* and *DRM2* transcripts determined by RT-qPCR in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before (0), 2h and 24h following UV-C irradiation.
(TIFF) Click here for additional data file.

S13 Fig DNA demethylases RNA levels. Relative RNA steady state level (±SD) of *ROS1*, *DML2* and *DML3* transcripts determined by RT-qPCR in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before (0), 2h and 24h following UV-C irradiation.
(TIFF) Click here for additional data file.

S14 Fig RNA-directed DNA methylation and hypo-DMRs. **a** Heatmaps of CHH methylation levels within hypo-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before, 24h upon UV-C exposure. The CHH methylation levels of each of these hypo-DMR are reported for RNA POL IV (*nrpd1*) and AGO4 (*ago4*) deficient plants. (white: 0; black: 1).
**b** Boxplots representing the abundance of 24-nt siRNAs mapping to the CHH hypo-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4*, *ago1* plants for protein-coding genes (PCG), TE and intergenic regions. For each genotype the abundance of 24-nt siRNAs is shown in RNA POL IV deficient plants (*nrpd1*). The 24-nt siRNA abundance is normalized against global small RNA content and expressed as reads per million (RPM). p-values are calculated according to Wilcoxon Matched-Pairs Signed-Ranks.
(TIFF) Click here for additional data file.

S15 Fig DMR, active DNA demethylation and 24-nt siRNA. **a** Histograms representing the percentages of hypo-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4*, *ago1* plants overlapping with *rdd* hyper-DMRs.
**b** Boxplots representing the global 24-nt siRNA abundance before and 30 min following UV-C exposure. p-value is calculated according to Wilcoxon Matched-Pairs Signed-Ranks.
(TIFF) Click here for additional data file.

S16 Fig 21-nt, 22-nt siRNA abundances at hyper-DMRs. Boxplots representing the abundance of 21-nt **(a)** and 22-nt **(b)** siRNAs mapping to the CHH hyper-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4*, *ago1* plants for protein-coding genes (PCG), TE and intergenic regions. For each genotype the abundance of 21-nt and 22-nt siRNAs is shown in RNA POL IV deficient plants (*nrpd1*). The 21-nt and 22-nt siRNA abundance are normalized against global small RNA content and expressed as reads per million (RPM). p-values are calculated according to Wilcoxon Matched-Pairs Signed-Ranks.
(TIFF) Click here for additional data file.

S17 Fig 21-nt, 22-nt siRNA abundances at hypo-DMRs. Boxplots representing the abundance of 21-nt **(a)** and 22-nt **(b)** siRNAs mapping to the CHH hypo-DMRs identified in WT, *uvr3 phrI*, *ddb2*, *dcl4*, *ago1* plants for protein-coding genes (PCG), TE and intergenic regions. For each genotype the abundance of 21-nt and 22-nt siRNAs is shown in RNA POL IV deficient plants (*nrpd1*). The 21-nt and 22-nt siRNA abundance are normalized against global small RNA content and expressed as reads per million (RPM). p-values are calculated according to Wilcoxon Matched-Pairs Signed-Ranks.
(TIFF) Click here for additional data file.

S18 Fig DMRs in *ago4* and *ago6*. Heatmaps of CHH methylation levels within hyper- **(a)** and hypo-DMRs **(b)** identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants before and 24h upon UV-C exposure. The CHH methylation levels of each of these DMRs are reported for AGO4 (*ago4*) and AGO6 (*ago6*) deficient plants. Columns represent data for each indicated genotype (white: 0; black: 1).
(TIFF) Click here for additional data file.

S19 Fig Photolesions location. Circos representation of photolesions identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants.
(TIFF) Click here for additional data file.

S20 Fig Di-pyrimidines frequencies at photolesions. Boxplots representing the di-pyrimidines frequencies (CC, TT, TC and CT) for each DNA strand (+ and–strand) in photodamaged regions (intergenic, TE and protein-coding genes: PCG) identified in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. The frequency of di-pyrimidine in the *Arabidopsis thaliana* (*A*. *t*) genome is also represented.
(TIFF) Click here for additional data file.

S21 Fig Photolesions and chromatin states. Boxplots representing the chromatin states overlapping with photolesions enriched regions in WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants.
(TIFF) Click here for additional data file.

S22 Fig siRNA overlapping photodamaged regions. Boxplots representing the abundance of 21-, 22 and 24-nt siRNAs mapping to the photodamaged genomic regions in WT, *uvr3 phrI*, *ddb2*, *dcl4*, *ago1* plants. For each genotype the abundance of 21-, 22 and 24-nt siRNAs is shown in RNA POL IV deficient plants (*nrpd1*). siRNA abundances are normalized against global small RNA content and expressed as reads per million (RPM). p-values are calculated according to Wilcoxon Matched-Pairs Signed-Ranks.
(TIFF) Click here for additional data file.

S23 Fig Photolesions and DMRs. Distributions of DMRs overlapping (*Stricto sensu*) with photolesions along the Arabidopsis chromosomes (light blue: chromosome arms, dark blue: pericentromeric regions). Hyper- and hypo-DMRs are shown above and below each chromosome, respectively.
(TIFF) Click here for additional data file.

S24 Fig Characteristics of hypo-DMRs overlapping photolesions. **a** Heatmaps of CHH methylation levels within hypo-DMRs identified in WT and *uvr3 phrI* plants before, 24h upon UV-C exposure. Columns represent data for each indicated genotype (white, 0; black, 0.6).
**b** Circles of correlations between 21-, 22- and 24-nt small RNAs mapping to the hypo-DMRs overlapping with photolesions in WT and *uvr3 phrI* plants.
(TIFF) Click here for additional data file.

S25 Fig DMRs overlapping photolesions. **a** Distributions of DMRs overlapping with photolesions along the arabidopsis chromosomes (light blue: chromosome arms, dark blue: pericentromeric regions). Hyper- and hypo-DMRs are shown above and below each chromosome, respectively.
**b** Histogram representing the percentage of hyper- and hypo-DMRs overlapping with photolesions located within centromeric and pericentromeric regions.
**c** Histograms representing the distribution of the 9 chromatin states of DMRs overlapping with photolesions.
(TIFF) Click here for additional data file.

S26 Fig UV sensitivity of DCLs and RNA POL IV/V loss of function arabidopsis plants. **a** Genetic interaction between *dcl2*, *dcl3 and dcl4*. Seven-day-old WT, single (*dcl2*, *dcl3* and *dcl4*) and double (*dcl2/3*, *dcl2/4*, *dcl3/4* and *dcl2/3/4*) mutant plants were exposed to UV-C (900 J/m^2^). Root growth was calculated relative to the corresponding untreated plants (±SD). Eight plants per replicate were used and experiments were triplicated. t-test *p<0.01 compared to WT; ** p<0.01 compared to *dcl3 and dcl4*; ns: non-significant.
**b** Genetic interactions between *nrpd1* and *nrpe1*. Seven-day-old WT, single (*nrpd1* and *nrpe1*) and double (*nrpd1nrpe1*) mutant plants were exposed to UV-C (900 J/m^2^). t-test *p<0.01 compared to WT; ** p<0.01 compared to each single mutant.
(TIFF) Click here for additional data file.

S1 Table Statistics of di-pyrimidines frequencies. (DOCX) Click here for additional data file.

S2 Table NGS statistics. (DOCX) Click here for additional data file.

S3 Table qPCR primers. (DOCX) Click here for additional data file.

# Supplementary material for: Photodamage repair pathways contribute to the accurate maintenance of the DNA methylome landscape upon UV exposure
**Source:** PLoS Genet. 2019 Nov 18;15(11):e1008476. doi: 10.1371/journal.pgen.1008476
**Supplement:** S1 Table

**Supplemental Table 1 :** **Statistics of di-pyrimidines frequencies**

Di-pyrimidine frequencies for each DNA strand (+ and -) of damaged intergenic, TE and Protein Coding Genes (PCGs) regions were calculated and compared to di-pyrimidine frequencies of the Arabidopsis thaliana genome (TAIR10). 

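A di-pyrimidine is a pair of neighbouring C or T bases, and each position of a region can start a pair on either strand. A pair on the - strand reads as a purine pair on the + strand, so the counts of the strands differ where a region is richer in pyrimidines on 1 strand. Because the regions were called without regard to strand, a difference between the strands of the damaged regions describes their sequence. In TEs the GC content was 36.5% in the WT regions (95% CI 35.9 to 37.0%) and 30.2% in the *uvr3 phrI* regions (95% CI 29.2 to 31.2%), against 34.0% in the TEs of the genome. In the *ddb2* and *ago1* regions it was 34.3%, with 95% CI that held the genome value (33.2 to 35.4% and 32.9 to 35.6%). In protein-coding genes it was 37.3% in the WT regions (95% CI 37.1 to 37.5%), against 39.2% in the genome.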

Exact p values calculated according Mann Whitney test.

red: higher compared to the Arabidopsis genome

blue: lower compared to the Arabidopsis genome

black : non significant

|  | **WT** | ***uvr3 phrI*** | ***ddb2*** | ***dcl4*** | ***ago1*** |
| --- | --- | --- | --- | --- | --- |
| **CC+ inter** | 0.000002 | 4.108066e^-22^ | 1.043065e^-11^ | 1.047994e^-12^ | 0.073404 |
| **CC- inter** | 0.001245 | 1.034353e^-22^ | 1.181482e^-07^ | 2.386710e^-10^ | 0.726298 |
| **CT+ inter** | 0.002855 | 0.002043 | 0.430421 | 0.848763 | 0.773534 |
| **CT- inter** | 0.000021 | 0.005344 | 0.046338 | 0.375911 | 0.657247 |
| **TC+ inter** | 0.193070 | 9.911872e^-12^ | 0.000154 | 0.000057 | 0.006827 |
| **TC- inter** | 0.278745 | 4.827580e^-10^ | 0.555606 | 0.035694 | 0.315787 |
| **TT+ inter** | 2.437233e^-07^ | 0.378616 | 1.148263e^-08^ | 0.000384 | 0.000056 |
| **TT- inter** | 8.129112e^-08^ | 0.009999 | 0.012661 | 0.000759 | 0.230810 |
| **CC+ TE** | 0.000159 | 0.026875 | 0.678068 | 0.880010 | 0.034961 |
| **CC- TE** | 0.325881 | 1.127627e^-37^ | 0.000002 | 3.445125e^-15^ | 0.006277 |
| **CT+ TE** | 5.181050e^-20^ | 0.131896 | 0.009273 | 0.004097 | 0.001526 |
| **CT- TE** | 0.032106 | 3.569692e^-10^ | 0.054896 | 2.674007e^-07^ | 0.497429 |
| **TC+ TE** | 0.461676 | 4.164820e^-20^ | 0.000007 | 1.740909e^-12^ | 0.000724 |
| **TC- TE** | 0.140003 | 3.390645e^-19^ | 0.000216 | 8.813322e^-15^ | 0.080409 |
| **TT+ TE** | 5.371071e^-36^ | 1.553131e^-11^ | 2.518669e^-13^ | 4.612514e^-14^ | 1.599210e^-13^ |
| **TT- TE** | 1.429321e^-18^ | 0.000010 | 0.000022 | 0.110040 | 0.340116 |
| **CC+ PCG** | 1.598449e^-165^ | 2.764503e^-90^ | 1.025532e^-64^ | 7.759190e^-88^ | 1.410070e^-14^ |
| **CC- PCG** | 5.584896e^-159^ | 6.751455e^-68^ | 9.031742e^-51^ | 1.114985e^-87^ | 2.692716e^-07^ |
| **CT+ PCG** | 2.425401e^-07^ | 1.300389e^-29^ | 4.099648e^-10^ | 2.583149e^-19^ | 0.000010 |
| **CT- PCG** | 2.805784e^-12^ | 0.000316 | 0.000008 | 0.014012 | 0.005046 |
| **TC+ PCG** | 3.355920e^-34^ | 9.442238e^-50^ | 1.392673e^-24^ | 1.793070e^-30^ | 1.182933e^-11^ |
| **TC- PCG** | 1.466859e^-35^ | 3.508585e^-08^ | 3.041257e^-11^ | 3.126330e^-10^ | 0.000151 |
| **TT+ PCG** | 7.635052e^-15^ | 0.224611 | 0.096155 | 0.000001 | 2.044536e^-08^ |
| **tt- PCG** | 1.162764e^-18^ | 3.253269e^-09^ | 0.728806 | 2.391625e^-14^ | 0.003074 |

# Supplementary material for: Photodamage repair pathways contribute to the accurate maintenance of the DNA methylome landscape upon UV exposure
**Source:** PLoS Genet. 2019 Nov 18;15(11):e1008476. doi: 10.1371/journal.pgen.1008476
**Supplement:** S2 Table

**Supplemental Table 2:** Statistics of the high throughput sequencing experiments

Whole Genome Bisulfite Sequencing (WGBS)

| **Sample** | **Number of reads** | **Clean reads** | **Mapped reads** |
| --- | --- | --- | --- |
| WT 0 | 24 799 299 | 23 697 656 | 5 515 940 (23.3%) |
| *ddb2* 0 | 39 089 922 | 37 459 779 | 27 508 313 (73.4%) |
| *uvr3 phrI* 0 | 55 452 923 | 52 683 646 | 47 110 980 (89.4%) |
| *dcl4* 0 | 54 254 262 | 51 825 418 | 47 394 165 (91.4%) |
| *ago1* 0 | 50 337 222 | 48 156 436 | 39 258 943 (81.5%) |
| WT 24h | 52 347 786 | 49 702 705 | 45 580 743 (91.7%) |
| *ddb2* 24h | 53 297 047 | 51 321 223 | 45 627 472 (88.9%) |
| *uvr3 phrI* 24h | 46 756 341 | 44 973 274 | 40 559 204 (90.2%) |
| *dcl4* 24h | 52 542 646 | 50 125 786 | 46 528 825 (92.8%) |
| *ago1* 24h | 52 747 953 | 50 711 267 | 46 211 254 (91.1%) |

Immuno-Precipitation Of UV-damaged DNA (IPOUD)

| **Sample** | **Number of reads** | **Clean reads** | **Mapped reads** |
| --- | --- | --- | --- |
| input | 9 395 384 | 8 384 750 | 4 682 424 (55.8%) |
| WT 6,4 PP | 11 293 498 | 10 466 543 | 257 258 (2.5%) |
| WT CPD | 18 038 164 | 17 080 641 | 406 355 (2.4%) |
| *ddb2* 6,4 PP | 15 931 588 | 14 955 429 | 446 234 (3%) |
| *ddb2* CPD | 18 279 550 | 17 380 256 | 280 916 (1.6%) |
| *uvr3 phrI* 6,4 PP | 16 153 008 | 15 286 810 | 499 430 (3.3%) |
| *uvr3 phrI* CPD | 13 978 557 | 13 003 628 | 427 924 (3.3%) |
| *dcl4* 6,4 PP | 14 332 390 | 13 513 948 | 545 923 (4.0%) |
| *dcl4* CPD | 14 974 110 | 14 148 505 | 290 613 (2.0%) |
| *ago1* 6,4 PP | 13 300 629 | 12 388 736 | 193 769 (1.6%) |
| *ago1* CPD | 18 128 703 | 17 105 325 | 137 551 (0.8%) |

Small RNA-seq

| **Sample** | **Number of reads** | **15- to 41-nt reads** | **Mapped reads** |
| --- | --- | --- | --- |
| WT 0 | 19 677 898 | 14 992 007 | 12 695 174 (84.6%) |
| *ddb2* 0 | 21 989 130 | 17 235 777 | 14 532 863 (84.3%) |
| *uvr3 phrI* 0 | 19 640 581 | 15 254 723 | 12 585 739 (82.5%) |
| *dcl4* 0 | 22 671 494 | 16 281 510 | 13 022 642 (79.9%) |
| *ago1* 0 | 19 688 909 | 16 092 269 | 11 775 752 (73.1%) |
| WT 24h | 27 525 582 | 24 196 187 | 20 193 020 (83.4%) |
| *ddb2* 24h | 22 315 226 | 17 644 910 | 14 194 205 (80.4%) |
| *uvr3 phrI* 24h | 21 924 679 | 18 850 437 | 15 544 956 (82.4%) |
| *dcl4* 24h | 23 111 040 | 18 963 195 | 15 554 742 (82.0%) |
| *ago1* 24h | 18 586 123 | 12 437 522 | 10 194 498 (81.9%) |

# Supplementary material for: Photodamage repair pathways contribute to the accurate maintenance of the DNA methylome landscape upon UV exposure
**Source:** PLoS Genet. 2019 Nov 18;15(11):e1008476. doi: 10.1371/journal.pgen.1008476
**Supplement:** S3 Table

**Supplemental Table 3 :** Primers sequences used for qPCR

| **Name** | **Sequence** |
| --- | --- |
| MET1-fw | CGTGGTTCCAAAAGGAGATAAG |
| MET1-rv | TGTTTGGGAGACAAAAAGGAAT |
| DRM2-fw | TCGTTTCAGGTTGATACTGTGG |
| DRM2-rv | TGGTTAGTTTGCTCCCAAAAGT |
| CMT3-fw | AGGGTCAAACTTGAATCTGGAA |
| CMT3-rv | GATAAAACCCGATTTTGCTCTG |
| GAPDH -fw | TTGGTGACAACAGGTCAAGCA |
| GAPDH-rv | AAACTTGTCGCTCAATGCAAT |
| UbiCRed-fw | ACAAGCCAATTTTTGCTGAGC |
| UbiCRed-rv | ACAACAGTCCGAGTGTCATGGT |
| Hexo-fw | GGCGTTTTCTGATAGCGAAAA |
| Hexo-rv | ATGGATCAGGCATTGGAGCT |
| ROS1-fw | AAGGTCACATGTTGTGAACCAAT |
| ROS1-rv | ATGCTCGTCTGGAAGTTCGTA |
| RTPCR5S1 | GGATGCGATCATACCAG |
| 5SUNIV1 | CGAAAAGGTATCACATGCC |
| 180(all)-F | ACCATCAAAGCCTTGAGAAGCA |
| 180(all)-R | CCGTATGAGTCTTTGTCTTTGTATCTTCT |
| DML3-fw1 | GGACAATTCAGGATTCTTTCAGA |
| DML3-rv1 | CTTCACTAAATGTGATGGAGCATT |
| DML2-fw1 | TCTGTATCCTCGATTTGTAAAGGTT |
| DML2-rv1 | CCTTACACAGACATATCCTTCCTG |
| CMT2-fw | GATCACAGGCCGTTCCATATAA |
| CMT2-rv | ACAGTTTCATCCCACCAAAGA |
| COPIA78F_RT | CCACAAGAGGAACCAACGAA |
| COPIA78R_RT | TTCGATCATGGAAGACCGG |

How the deposited data were processed for this re-analysis (not part of the article)

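The data were the authors' lists of DMRs and of photolesion regions of WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. WGBS was made on leaves of both time points and IPOUD on leaves of time point 0. The results of the paper describe time point 0 as prior to UV-C irradiation, while its methods place the harvest for WGBS and for photolesions immediately upon UV-C exposure, and the methods were followed. The genotype of each list was taken from its name, and the numbers of regions were checked against those in the text. The plants were 21 days old according to the methods and 18 days old according to the sample labels.

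The deposited methylation levels are scores between 0 and 1, each the fraction of methylated cytosine calls of a region, and are given as percentages. The authors mapped the reads to TAIR10 with Bsmap, compared both time points of a genotype over 200-bp sliding windows, joined consecutive windows with the same change and recalculated the levels. The thresholds were 40 points for CG, 20 for CHG and 10 for CHH methylation, with a Wilcoxon signed-rank test. The difference listed for each DMR was checked against its pair of levels. The deposited fold enrichment of a photolesion region is the ratio of IP over the input of WT plants, as written by MACS2 2.1, after mapping with Bowtie 1.1.2. The authors' annotation of genes and TEs was taken from the coordinates in a small RNA table. The 6 small RNA tables, made by the authors with Bowtie 1.2.1.1 and scaled to RPM, hold 60 columns whose names match no sample, and those columns were not used here.

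The sequence was that of the TAIR10.1 reference. Of 28009 genes of the authors' annotation found by name in its annotation, all overlapped the gene of that name and 6035 had the same start and end. Among tRNA genes 541 of 631 had the same start and end. The chromosome lengths fit the lists except for 4 regions that ended at most 94 bp past a chromosome end.

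The depth is that of S2 Table. For WGBS the mapped reads at time point 0 and 24h were 5515940 and 45580743 in WT, 47110980 and 40559204 in *uvr3 phrI*, 27508313 and 45627472 in *ddb2*, 47394165 and 46528825 in *dcl4*, and 39258943 and 46211254 in *ago1* plants. For IPOUD the mapped reads with the anti-CPD and the anti-6,4 PP antibody were 406355 and 257258 in WT, 427924 and 499430 in *uvr3 phrI*, 280916 and 446234 in *ddb2*, 290613 and 545923 in *dcl4*, and 137551 and 193769 in *ago1* plants. The lists give no reads per region, so the precision of a single level or enrichment is unknown.

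The analysis was made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Regions were assigned to the pericentromere or the arms and to TEs, protein-coding genes or intergenic regions by their midpoint, with TEs first. The pericentromere was the longest run of 100-kb bins whose coverage by protein-coding genes, averaged over 1 Mb, was under 50% of the median of the chromosome. Regions were counted as shared when at least 50% of the first region was covered, except for CHG and CHH DMRs, where 1 bp was enough. Overlaps were set against 1000 random placements on the whole genome, within the same zone, and within the same zone and class. Class in these placements meant TE or not TE, so genes and intergenic regions were not told apart. For the length beyond a photolesion region, pairs counted when at least 50% of either region was covered. Di-pyrimidines were counted on both strands and compared with the same class of the genome. Their random regions kept the zone and the class as TE, protein-coding gene or intergenic. Named loci were chosen by a rule set in advance, as the DMR with the largest gain and loss of each genotype, the photolesion region of each genotype with a DMR and the highest enrichment, regions with a DMR of the same direction in all 5 genotypes (there were none), and the loci named in the paper. The examples of regions with CHG and CHH DMRs were chosen after their values were seen. *ONSEN* copies were the TEs that hold both COPIA78 primers, with 1 kb on each side.

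The overlap counts, the random placements, the intervals and the di-pyrimidine counts were tested on simulated data. All 100 planted overlaps were found, and 99 of 100 sets without association lay inside the random range. Sets placed independently in TEs gave a mean ratio of 4.88 with placement on the genome, 2.91 within the zone and 1.03 within the zone and class.

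Alternatives covered the minimum CHH change (15 or 20 points), the minimum DMR length, merging of DMRs, CHH DMRs only, the definition of the pericentromere, the class rule, the overlap rule, the placement, the representation factor over units of 200 bp, an enrichment of at least 5, means against medians, and single strands. Chromatin states, TE superfamilies and small RNA abundance were not analysed here.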

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

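The tests of the low depth of WT plants at time point 0 were written before the data were examined. Chance flags about 1 in 20 groups, and of 9 groups of values tested for a value far from the others, 3 held one.

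The WGBS library of WT plants at time point 0 was far from the other 9, with 5515940 mapped reads and 23.3% of the clean reads mapped. Both values come from the same library. WT plants also had the fewest DMRs, and a low depth could be a cause. If so, WT DMRs were predicted to have larger changes, more levels of exactly 0 and fewer shared regions. A level of exactly 0 at time point 0 was listed for 3.25% of the WT hyper-DMRs, against 1.16% in *uvr3 phrI* and 0.0718% in *ddb2* plants. No hyper-DMR of *dcl4* or *ago1* plants had such a level, so that these shares go with the prediction. However, levels of exactly 0 at 24h were also listed for 3.04% of the *dcl4* and 1.13% of the *ddb2* hypo-DMRs. Their libraries had 46528825 and 45627472 mapped reads. Such levels therefore do not need a low depth. The WT hypo-DMRs had the largest median change, 18.4 points, while the median change of hyper-DMRs was 14.0 points in both WT and *uvr3 phrI* plants. Of the WT DMRs 31.0% lay in a DMR of another genotype, against 15.0% in *uvr3 phrI*, 33.3% in *ddb2*, 39.7% in *dcl4* and 47.0% in *ago1* plants. Without *ddb2* and *ago1* plants counted against each other, the shares were 25.6% in *ddb2* and 19.7% in *ago1* plants. Only the share of *dcl4* plants then exceeded that of WT plants. Each genotype was compared with a different set of lists, and the lists differ in size and direction, so these shares do not settle the prediction on shared regions. Low depth and a smaller response of WT plants cannot be told apart, since the genotype and the depth change together and the lists give no reads per region.

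The small RNA library of *ago1* plants at time point 0 had the lowest share of mapped reads, 73.1%, against 79.9 to 84.6% in the others. Small RNA abundance was not analysed here, so no result rests on it and no explanation was tested.

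The share of hyper-DMRs differed in direction between genotypes, with 15.3% in *uvr3 phrI* and 96.5% in *ddb2* plants. This difference was not tested, since each genotype had 1 library per time point. Genotype, library and depth change together, and a biological difference between the repair pathways stays open and untested.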

How the results depend on the processing

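The alternatives were chosen before the data were examined, except the widening of photolesion regions, identical coordinates, DMRs with the same coordinates counted once, and the omission of the pair of *ddb2* and *ago1* plants, whose tests were chosen only after the result was seen. There were 535 comparisons over 166 results, 22 of them with added alternatives. In 381 the result was unchanged within its interval or its side of the random range, and in 145 it moved beyond its interval, or for a count beyond 1.5 times. In 2 comparisons a ratio fell within the random range, in 3 it rose above it or, for the representation factor, above chance by a hypergeometric test, and in 4 a difference whose interval left out 0 changed sign. Unless the construction of an alternative shows it, the cause was not tested.

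With a minimum CHH change of 15 points the number of DMRs was 1079 in WT, 1174 in *uvr3 phrI*, 4196 in *ddb2*, 2645 in *dcl4* and 1281 in *ago1* plants, and with 20 points 645, 500, 2046, 1162 and 566. Fewer DMRs follow from a stricter minimum. The share of hyper-DMRs was 43.5% in WT and 42.2% in *ago1* plants with 15 points, and 39.2% in WT, 34.5% in *ago1*, 95.2% in *ddb2* and 96.5% in *dcl4* plants with 20 points. With 15 points the photolesion regions with a DMR were 0.701% in *uvr3 phrI*, 1.63% in *ddb2*, 1.51% in *dcl4* and 2.32% in *ago1* plants. DMRs longer than 200 bp numbered 914 in WT, 1476 in *uvr3 phrI*, 4364 in *dcl4* and 1494 in *ago1* plants, with 51.0% hyper-DMRs in WT, 12.2% in *uvr3 phrI*, 97.7% in *ddb2* and 97.0% in *dcl4* plants.

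With a stricter limit on gene coverage, for a zone of 14.0% of the genome, the pericentromere held 38.2% of the DMRs in WT, 34.5% in *uvr3 phrI*, 26.1% in *ddb2*, 38.4% in *dcl4* and 33.1% in *ago1* plants, and 16.7%, 27.9%, 22.0% and 25.6% of the photolesion regions in WT, *uvr3 phrI*, *ddb2* and *dcl4* plants. With 3 Mb on each side it held 61.2%, 58.3%, 51.4%, 59.9% and 58.6% of the DMRs and 27.6%, 44.0%, 35.8%, 38.7% and 46.3% of the photolesion regions of WT, *uvr3 phrI*, *ddb2*, *dcl4* and *ago1* plants. The size of the zone shows the cause. By base pairs it held 36.7% of the *ddb2* and 49.0% of the *dcl4* DMRs, and 22.7%, 31.3% and 36.8% of the photolesion regions of WT, *ddb2* and *dcl4* plants.

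With protein-coding genes before TEs, the TE share of DMRs was 67.5% in *uvr3 phrI*, 68.2% in *ddb2*, 68.0% in *dcl4* and 66.3% in *ago1* plants, and the share of protein-coding genes 10.5% in WT, 5.98% in *uvr3 phrI*, 6.99% in *ddb2*, 6.83% in *dcl4* and 6.02% in *ago1* plants. For photolesion regions the TE share was 14.6% in WT and 20.0% in *ddb2* plants, and that of protein-coding genes 60.4% in WT plants. The order of the classes shows the cause.

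At an enrichment of at least 5 there were 1264 photolesion regions in WT, 517 in *uvr3 phrI*, 416 in *ddb2* and 597 in *dcl4* plants. TEs held 21.8% in WT, 26.0% in *ddb2* and 29.0% in *dcl4*, protein-coding genes 53.8% in WT, 35.8% in *ddb2* and 35.5% in *dcl4*, intergenic regions 38.2% in *ddb2*, and the pericentromere 23.5% in WT and 36.1% in *ddb2* plants.

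The overlap of photolesion regions and DMRs in *ddb2* plants rose above the random range, to 1.80 with an enrichment of at least 5 and 1.48 with an overlap of 1 bp. The representation factor, which has no random range and was judged by a hypergeometric test, was 2.07. An overlap of 1 bp gave 1.00% of the photolesion regions in WT, 2.80% in *uvr3 phrI*, 5.32% in *ddb2* and 4.603% in *dcl4* plants, since a looser rule counts more regions. Widening by 100 bp gave 1.20% in WT, 4.00% in *uvr3 phrI*, 6.35% in *ddb2* and 5.71% in *dcl4* plants, and by 200 bp 7.54% in *dcl4* plants, both added after seeing the data. With an overlap of 1 bp the length of hypo-DMRs beyond the photolesion region was 46.5 bp in 5' in WT, and 103.8 bp in 5' and 65.5 bp in 3' in *ddb2* plants. The ratio of hypo-DMRs shared by WT and *ddb2* plants fell within the random range, to 3.79 with placement within the zone and 2.60 within the zone and class. It rests on 3 regions.

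The differences in length from WT plants were, by means, -0.201 bp in *uvr3 phrI*, 100.9 bp in *ddb2* and 55.6 bp in *dcl4* hyper-DMRs, and -50 bp in *uvr3 phrI* hyper-DMRs with a change of at least 15 points. The differences in the level at time point 0 kept their sign. With a change of at least 15 points they were 1.26 points in *uvr3 phrI*, 8.26 in *ddb2* and 6.43 in *ago1* hyper-DMRs, and -0.963 in *uvr3 phrI*, -4.54 in *ddb2* and -3.45 points in *ago1* hypo-DMRs. For *ddb2* plants means gave 6.70 and -8.96 points, and CHH DMRs only gave 4.86 points in hyper-DMRs.

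On the + strand alone the di-pyrimidines differed from the genome by 2.38 points in WT, 0.923 in *uvr3 phrI*, 0.607 in *dcl4* and 0.491 in *ago1* TEs, by -1.43 in *uvr3 phrI*, 0.204 in *ddb2* and 0.703 in *dcl4* protein-coding genes, and by 1.50 in WT and 0.920 in *ddb2* intergenic regions. On the - strand these were 1.35, 2.93, 2.56 and 3.72 points in TEs, 3.37, 1.45 and 1.66 in protein-coding genes, and 2.19 and 2.49 in intergenic regions. Single strands were an alternative for the sum of all 4 di-pyrimidines, CC and TT, and not for CT and TC. Among these differences, where the interval on both strands left out 0, the sign changed in *uvr3 phrI* protein-coding genes, for TT in *dcl4* TEs on the + strand (-0.232 points) and in WT TEs on the - strand (0.0514 points), and for CC in *ago1* TEs on the - strand (-0.750 points).

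The alternatives with CPD regions only were not run, since the lists do not separate the antibodies, and those on siRNA abundance, on correlations of siRNA sizes and on photolesion regions with small RNA were not run, since the columns match no sample. No paired analysis was possible because each condition had 1 library. No minimum coverage could be tried, since the lists give no reads. The low depth of the WT library at time point 0 limits the WT DMRs and every comparison with them, and the 331320 mapped IP reads of *ago1* plants limit their photolesion regions.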

Differences from the paper's values

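The tests of photolesion regions widened by 100 or 200 bp were chosen only after the result was seen. A gap counted as closed when neither value was more than 1.5 times the other, or, for the paper's lower limit, when the limit was not more than 1.5 times the value.

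In WT plants 17 photolesion regions overlapped DMRs against the paper's 33, or 0.474% against the paper's 0.9%. Of the alternatives set before the data were examined, an overlap of 1 bp (36 regions, 1.00%) and of 50% of either region (22 regions, 0.614%) closed both gaps. An enrichment of at least 5 closed that of the percentage (0.633%) and not that of the count (8 regions). A minimum CHH change of 15 points closed neither (10 regions, 0.279%). Widening by 100 bp, chosen after seeing the values, closed both (43 regions, 1.20%).

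In *uvr3 phrI* plants 1.70% of the photolesion regions overlapped DMRs, against the paper's lower limit of 2.7% for all mutants. An overlap of 1 bp (2.80%), of 50% of either region (1.80%) and an enrichment of at least 5 (2.13%) closed the gap, although 1.80% and 2.13% stayed below the limit, and a minimum CHH change of 15 points did not (0.701%). Widening by 100 bp, chosen after seeing the values, closed it (4.00%).

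WT hyper-DMRs reached 45.1 bp beyond the photolesion region in 5' and 28.5 bp in 3', against the paper's 100 bp on each side. In *ddb2* plants they reached 119.6 bp in 3', against the paper's 200 bp. No alternative closed these gaps. An overlap of 1 bp gave 63.3 bp, 51.6 bp and 117.8 bp, and medians gave 1 bp, 4 bp and 54 bp.

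In *ddb2* plants the overlap of photolesion regions and DMRs was 1.37 times that of random placements, against the paper's about 2.4 in Fig. 6A, read by eye. An enrichment of at least 5 (1.80) and the representation factor (2.07) closed the gap. An overlap of 1 bp (1.48), of 50% of either region (1.40), a minimum CHH change of 15 points (1.38), and placement within the zone (1.26) or the zone and class (1.25) did not.

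The paper found no WT region that changes CHG and CHH methylation together, and the WT lists held 24 CHG DMRs that overlap a CHH DMR of the same direction. It found the same for the mutants, and the number was 767 in *ddb2*, 91 in *dcl4*, 8 in *uvr3 phrI* and 6 in *ago1* plants. The paper states that it found no significant bias of damaged regions in di-pyrimidines. Its S1 Table, for each di-pyrimidine on each strand, nevertheless lists very small p-values (Mann-Whitney test) for many of them. Here the sum of all 4 over both strands was above the genome in all 15 combinations of genotype and class, by 1.87 points in WT TEs, while single strands and single di-pyrimidines went both ways, as with -1.43 points on the + strand of *uvr3 phrI* protein-coding genes. The paper describes *ONSEN* in WT plants by its hyper-DMRs, and 10 hypo-DMRs and 4 hyper-DMRs were listed at its copies. The paper states that hyper-DMRs of *ago1* and hypo-DMRs of *uvr3 phrI* plants are longer than in WT plants. Their medians equalled those of WT plants, at 200 and 250 bp, although the mutant DMR was longer in 55.6% and 53.8% of pairs. The paper states that the overlap of photolesions and DMRs is not due to chance, and the numbers of WT and *ddb2* plants, 17 and 41, lay within the random range. Widened regions with a DMR were less often pericentromeric in WT, *ddb2* and *dcl4* plants than the range that the paper gives, at 55.8%, 66.2% and 72.2%. The paper's figure counts DMRs, while photolesion regions were counted here. The zone used here was defined from gene coverage and may differ from the paper's, and no other zone was tried for these regions.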

Other observations

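The tests on shared placement of photolesion regions and DMRs, and of DMRs of different genotypes, were written before the data were examined, and the tests on CHG and CHH DMRs, IP reads, region lengths, CG DMRs, WT hypo-DMRs in *ddb2* hyper-DMRs, the levels of *ddb2* and *ago1* plants at 24h, and the 5-point limit for regions of opposite direction were chosen only after the result was seen.

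Photolesion regions overlapped DMRs more often than regions placed at random in *uvr3 phrI*, *dcl4* and *ago1* plants. If this came only from their common position in TEs and the pericentromere, placement within the same zone and class was predicted to remove it. The ratios were still above the random range, at 1.93 in *uvr3 phrI*, 1.59 in *dcl4* and 5.74 in *ago1* plants. This argues against common position in TEs and the pericentromere as the whole cause. Outside TEs the placement did not tell genes from intergenic regions, and DMRs were rare in genes. Common position outside TEs therefore stays open. Overlapping regions of a list were placed separately, so these ranges can be too narrow. Ease of mapping, which affects both assays, stays open and was not tested, as does a biological link.

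The hyper-DMRs of the mutants overlapped each other 5.89 times as often as under placement within the same zone and class, without the pair of *ddb2* and *ago1* plants. This argues against common position in TEs and the pericentromere as the whole cause, while genes and intergenic regions were not told apart. For the 3 hypo-DMRs shared by WT and *ddb2* plants, the ratio of 2.60 lay within the random range, and chance placement and a shared response cannot be told apart because the regions are so few.

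At 177 regions with the same coordinates, counted for each pair of genotypes, 1 genotype had a hyper-DMR and the other a hypo-DMR. The pair of *ddb2* and *ago1* plants was left out after the result was seen, which left 173. A candidate explanation was that the genotypes differ at time point 0 and reach the same level at 24h. By the test written before the data were examined it held, since the difference was larger at time point 0 in 69.9% of the 173 regions (95% CI 62.5 to 76.7%) and in 70.6% of all 177. By the test added later only 8.67% were within 5 points of each other at 24h (95% CI 4.93 to 13.9%), or 10.7% of all 177, which argues against equal levels at 24h as the whole cause. A DMR of opposite direction needs a difference at 1 of the time points, so larger differences at time point 0 remain as a part of the pattern.

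WT hypo-DMRs lay in *ddb2* hyper-DMRs 12.2 times as often as under random placement on the genome. The paper gives the levels of DMRs in every genotype (S9 Fig), and the overlap of opposite directions was counted here. If both kinds of DMR only lay in the same TEs of the pericentromere, placement within the same zone and class was predicted to remove the excess, and it left a ratio of 4.98. This argues against shared position in the TEs of the pericentromere as the whole cause. Genes and intergenic regions were again not told apart. Hyper-DMRs make up most of the *ddb2* list, so the direction of the overlap can follow from that list alone. Regions whose methylation varies between libraries for any reason stay open as an explanation, as does a biological one, and neither was tested.

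CHG and CHH DMRs of the same direction shared regions in *ddb2* plants 5.84 times as often as under placement within the same zone and class, which argues against chance placement in the same TEs. However, 742 of the 767 overlaps had the same start and end in both contexts. Random placement treats the contexts as called independently, so it cannot show whether the calling alone made the coordinates identical. A common change of both contexts is a hypothesis, found and examined on the same data.

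WT plants had the most photolesion regions. Their 663613 mapped IP reads were fewer than those of *uvr3 phrI*, *ddb2* and *dcl4* plants, so more reads were not the cause. The shared WT input, which matches the WT IP libraries only, was not tested. The low number of regions of *ago1* plants went with the fewest mapped IP reads, 331320, and the highest median enrichment. Low depth is consistent with both, and since reads and genotype change together a biological difference stays open.

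The lengths of photolesion regions piled up at the shortest length of each list, 192 bp for 24.5% of the WT regions. This is consistent with a minimum length of the peak caller that differs between lists, so lengths are not compared between genotypes.

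The *ddb2* list held nearly all CG DMRs. Of 49 distinct ones 44.9% gained methylation (95% CI 30.7 to 59.8%), unlike the CHH DMRs of the same libraries, and their median absolute change was 56.6 points. Differences in CG methylation between the plants pooled at each time point could give this pattern. A biological effect on CG methylation stays open and was not tested.

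At 96 regions listed for both *ddb2* and *ago1* plants, 81.2% of the levels at 24h were identical, and none at time point 0. This is consistent with 1 library at 24h behind both lists, at least in part, and the other 18 levels differed by a median of 0.670 points. Which library that would be cannot be read from the lists. Results that compare *ddb2* with *ago1* plants, or that use the 24h level of either, rest on this point. No biological explanation was tested.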
